# Effect of lung pericyte-like cell ablation on the bleomycin model of injury and repair

**DOI:** 10.1152/ajplung.00392.2021

**Published:** 2022-02-23

**Authors:** Chi F. Hung, Carole L. Wilson, Yu-Hua Chow, Wayne C. Liles, Sina A. Gharib, William A. Altemeier, Lynn M. Schnapp

**Keywords:** bleomcyin, fibrosis, inflammation, lung pericytes, myofibroblasts

## Abstract

We previously showed that pericyte-like cells derived from the FoxD1-lineage contribute to myofibroblasts following bleomycin-induced lung injury. However, their functional significance in lung fibrosis remains unknown. In this study, we used a model of lung pericyte-like cell ablation to test the hypothesis that pericyte-like cell ablation attenuates lung fibrosis in bleomycin-induced lung injury. Lung fibrosis was induced by intratracheal instillation of bleomycin. To ablate pericyte-like cells in the lung, diphtheria toxin (DT) was administered to *Foxd1-Cre;Rosa26-iDTR* mice at two different phases of bleomycin-induced lung injury. For early ablation, we coadministered bleomycin with DT and harvested mice at *days 7* and *21*. To test the effect of ablation after acute injury, we delivered DT 7 days after bleomycin administration. We assessed fibrosis by lung hydroxyproline content and semiquantitative analysis of picrosirius red staining. We performed bronchoalveolar lavage to determine cell count and differential. We also interrogated mRNA expression of fibrosis-related genes in whole lung RNA. Compared with DT-insensitive littermates where pericyte-like cells were not ablated, DT-sensitive animals exhibited no difference in fibrosis at *day 21* both in the early and late pericyte ablation models. However, early ablation of pericytes reduced acute lung inflammation, as indicated by decreased inflammatory cells. Our data confirm a role for pericytes in regulating pulmonary inflammation in early lung injury.

## INTRODUCTION

Cells of different lineages differentiate into myofibroblasts during lung injury, but the functional contribution of specific myofibroblast precursors to lung fibrosis remains controversial (1–7). Activated myofibroblasts display enhanced matrix invasion, resistance to apoptosis, and enhanced matrix deposition. Their persistence ultimately leads to replacement of normal alveolar architecture with scar tissue that is rich in extracellular matrix. Studies characterizing lung myofibroblasts in human pulmonary fibrosis and experimental models using lineage-tracing identified potential myofibroblast progenitors including resident fibroblasts, circulating bone-marrow-derived progenitors (i.e., fibrocytes), epithelial cells, and more recently, pericytes (8). However, the functional contribution of these progenitors to the development of lung scar tissue remains poorly defined. In this study, we sought to define the functional contribution of pericytes to lung fibrosis in the bleomycin model of lung injury.

Lung pericytes are perivascular stromal cells that reside adjacent to endothelial cells in the microvascular niche. They are critical in the development of vasculature during embryonic development and play a role in maintaining endothelial integrity during homeostasis in a number of organs (9). Recent work by our group demonstrated a role for pericytes as immune regulators in the lung (10, 11). The role of pericytes in lung fibrosis remains a much-debated issue. There is conflicting evidence regarding the contribution of pericytes to myofibroblasts, the key effector cells responsible for the histopathologic features in fibrosis (4, 5, 12). We previously demonstrated that up to 60% of lung myofibroblasts were derived from FoxD1-derived pericytes in a model of bleomycin-induced fibrosis (12). However, the clinical significance of this finding is unclear.

We developed a model of lung pericyte ablation by oropharyngeal aspiration of diphtheria toxin (DT) to genetically susceptible mice (13). In this follow-up study, we leveraged the lung pericyte ablation model to determine whether pericytes functionally contribute to lung fibrosis, as defined by collagen I deposition, in the bleomycin model of lung injury.

## METHODS

### Animals and Reagents

The University of Washington (UW) and Medical University of South Carolina (MUSC) Institutional Animal Care and Use Committees approved all experiments involving the use of mice described in this report. For ablation studies, bitransgenic mice expressing Cre-recombinase under the *FoxD1* promoter and simian diphtheria toxin receptor (iDTR) under the *Rosa26* promoter (*Foxd1-Cre;Rosa26-iDTR*) were generated as previously described (13). Male and female transgenic mice between ages of 8–12 wk and at least 16 g in body weight were included in animal experiments. Investigators were blinded to genotypes of animals until after harvesting and processing of samples for analysis. For microarray studies, *Foxd1-Cre;Rosa26-tdTomato* mice were bred with Coll-GFP transgenic mice (12). Bleomycin (SICOR Pharmaceuticals, Inc., Irvine, CA or TEVA) in lyophilized form was obtained from the UW Medical Center and MUSC pharmacies. Diphtheria toxin was obtained from Sigma-Aldrich (Cat. No. D0564).

#### Lung cell sorting and analysis of gene expression by microarray.

At *day 7* following bleomycin administration, lung tissue underwent enzymatic digestion and cell sorting as previously described with minor modifications (10). We focused on the following cell populations for sorting: FoxD1-derived^+^/Coll-GFP^–^ pericytes (Peri), FoxD1-derived^+^/Coll-GFP^+^ pericytes (Peri^Fibro^), and FoxD1-derived^–^/Coll-GFP^+^ stromal fibroblasts (Fibro). Following RNA isolation of sorted GFP^+^ and/or tdTomato^+^ cells (Qiagen Micro RNeasy kit per manufacturer protocol), RNA integrity was confirmed with an Agilent 4200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA). Samples were labeled and randomly hybridized to two MouseWG-6 v2.0 Expression BeadChip microarrays (Illumina, Inc., San Diego, CA) at the Genomics Shared Resource Core of the University of Texas Southwestern. Each MouseWG-6 v2.0 platform enables the interrogation of six samples in parallel and comprises ∼45,000 well-annotated murine transcripts.

#### Microarray analysis.

Probe intensities underwent variance stabilization and quantile normalization using the Bioconductor package *lumi* (14). Detailed microarray information and raw data meeting MIAME requirements have been deposited at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, GSE184761). Multidimensional scaling using principal component analysis (PCA, Partek Flow, St. Louis, MO) was performed and used to identify and remove two outlier samples with poor hybridization. Differentially expressed genes (DEGs) were identified using a Bayesian implementation of the parametric *t* test (15, 16) coupled with false-discovery rate (FDR) analysis using Benjamini–Hochberg’s method (17). An adjusted *P* value cutoff <0.05 and a twofold change was used as the significance threshold. Gene Set Enrichment Analysis (GSEA) was applied to the entire microarray data (18). We focused this analysis on well-curated pathways from the Molecular Signatures Database (MSigDB v7.4) that included 50 “Hallmark” gene sets and ∼2,750 “canonical pathway” gene sets (KEGG, Reactome, Pathway Interaction Database, Biocarta, etc.). Enriched gene sets were identified using an FDR ≤ 0.05 and grouped into larger biological modules based on functional overlap. For both the differential gene expression analysis and GSEA, we compared the three cell populations (Peri, Peri^Fibro^, Fibro) with each other at the uninjured baseline time point and at *day 7* following bleomycin injury. For each cell population, we also compared baseline versus bleomycin. Gene product relationships between differentially upregulated pericyte (Peri) genes in bleomycin injury versus control conditions were investigated using Ingenuity Pathway Analysis (IPA), and depicted as an interacting network.

### Pericyte-Like Cell Ablation and Lung Injury Model

#### Bleomycin-induced lung injury, early ablation.

For coadministration of bleomycin and diphtheria toxin, bleomycin and diphtheria toxin were first reconstituted in sterile saline to a concentration of 0.4 U/mL (bleomycin) and 0.25 ng/µL (DT). Bleomcyin (0.8 U/kg mouse body wt) and diphtheria toxin (0.5 ng/g mouse body wt) were then coadministered to mice by intratracheal instillation (2 µL/g mouse body wt) under isoflurane anesthesia as previously described (19). Mice were monitored per protocol and harvested at *days 7* and *21*.

#### Bleomycin-induced lung injury, late ablation.

For sequential administration of bleomycin (*day 0*) followed by DT (*day 7*), bleomycin was reconstituted to a concentration of 1.3 U/mL and delivered intratracheally under isofluorane anesthesia as previous described (19). We induced ablation by administering DT (0.5 ng/g mouse body weight) via oropharyngeal aspiration under isoflurane anesthesia as previously described (13). Flow cytometry to confirm ablation efficiency 7 days after DT was performed as previously described (13).

#### Protein assay.

Protein measurements of bronchoalveolar lavage fluid (BALF) collected from animals were performed using Bradford Protein Assay (Bio-Rad), as per the manufacturer’s instructions.

#### Cell differential.

Nucleated cells in BALF were stained with Diff-Quik, and 300 cells/sample were manually counted under microscopy.

#### Hydroxyproline assay.

Left lungs from mice were collected at *day 21* following bleomycin administration. Left lungs were weighed and homogenized in 1 mL deionized water. Hundred microliters of lung homogenate was mixed in 100 µL of 37% hydrochloric acid (Sigma, Cat. No. 258148, St. Louis, MO) and heated at 120°C for 3 h. Fifty microliters of the acid hydrolyzed samples was added to 96-well flat bottom microplates in duplicates. Hydroxyproline content was then measured using the Hydroxyproline Assay Kit (Sigma, Cat. No. MAK0008, St. Louis, MO), as per the manufacturer’s protocol. Total protein content in the left lung homogenate was obtained by mixing 100 µL of lung homogenate with 100 µL of 2× protein lysis buffer. The sample was mixed and kept on ice for 30 min, with vortexing every 10 min. The samples were spun down and the supernatant was collected. Protein content in the protein lysate supernatant was detected by standard colorimetric assay using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Cat. No. 23225, Rockford, IL). Hydroxyproline measurements were then normalized to total protein content (expressed as micrograms of hydroxyproline/left lung).

#### Real-time PCR.

Total RNA was isolated from homogenized lung tissue using NucleoSpin RNA kit (Macherey–Nagel) in conjunction with DNase treatment as per the manufacturers’ specifications. Total RNA was reverse-transcribed to cDNA using Applied Biosystems High-Capacity cDNA Archive Kit or iScript Reverse Transcription SuperMix (Bio-Rad, Hercules, CA). Real-time PCR was done using an ABI 7900HT instrument with the use of predesigned primers and probes (ABI TaqMan Gene Expression Assays and IDT PrimeTime Std qPCR Assays). Quantification of gene expression was normalized to *Hprt* (endogenous controls). Predesigned primers and probes include *Acta2* (Mm01546133_m1, ABI), *Col1a1* (Mm00801666_g1, ABI), *Fn1* (Mm01256744_m1, ABI), *Hprt* (Mm03024075_m1, ABI), *Ccl2* (Mm.PT.58.42151692, IDT), *Ccl7* (Mm.PT.58.17719534, IDT), *Ccl20* (Mm.PT.58.12466372, IDT), *Cxcl1* (Mm.PT.58.42076891, IDT), *Cxcl2* (Mm.PT.58.10456839, IDT), *Cxcl10* (Mm.PT.58.435758.27, IDT), *Il-6* (Mm.PT.58.10005566, IDT), and *Tnf* (Mm.PT.58.12575861, IDT). Analysis was performed in MS Excel calculating RQ by 2^−^Δ^ΔCT^ method. Gene expression level was normalized to averaged value for Cre^−^ group.

#### Histology.

Right lungs were inflated with 10% neutral buffered formalin (VWR) at 25 cmH_2_O pressure and fixed for 24 h at room temperature. Lung sections (4 µm) prepared from formalin-fixed paraffin-embedded (FFPE) tissue blocks were stained with hematoxylin and eosin (H&E) for histology, and with picrosirius red/fast green for histological evaluation of collagen deposition (Histology and Imaging Core at the University of Washington, Seattle, WA). Stained whole slides were digitized (Hamamatsu NanoZoomer), and analysis of collagen-to-total lung area was performed on picrosirius-stained sections following masking of collagen-staining around central airways and vasculature (Viziopharm). Immunohistochemical staining of PDGFRβ on FFPE lung sections was automated using the Leica BOND immunostainer (Leica Biosystems). Briefly, slides were deparaffinized, followed by antigen retrieval with citrate solution for 20 min at 100°C. Slides were then blocked with Leica Bond Peroxide block for 5 min at room temperature (RT). Following blocking, lung sections were incubated with rabbit anti-PDGFRβ antibody (Millipore, 04–397) or rabbit IgG isotype control at 1:100 dilution in Leica Primary Antibody diluent for 30 min at RT. Leica Bond Polymer and DAB Refine solutions were sequentially added for antibody detection. Slides were counterstained with hematoxylin before dehydration, mounting, and whole slide digital imaging (Hamamatsu NanoZoomer).

#### Statistics.

Means of more than two groups of data were compared using one-way analysis of variance (ANOVA) for analysis of one independent variable followed by Tukey’s honestly significant difference (HSD) post hoc test. We used Student’s *t* test for comparison of paired parametric data and Mann–Whitney’s *U* test for nonparametric data. All tests were two-tailed and *P* values ≤ 0.05 were considered significant. Statistical analysis was performed using GraphPad Prism for Macintosh version 8.0. All experiments were repeated with a minimum of three biological replicates and summary statistics are presented as means ± SE.

## RESULTS

### Pericytes Are Highly Enriched in Immune and Inflammatory Transcriptional Programs at Baseline and after Injury

We previously demonstrated that stromal cell subsets with distinct transcriptional programs can be identified by *Foxd1*-lineage cells without *Coll-GFP* expression (Peri), *Foxd1-*lineage cells with *Coll-GFP* expression (Peri^Fibro^), and non-*Foxd1*-lineage cells with *Coll-GFP* expression (Fibro) (12). 

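RNA of 3 sorted lung populations was measured on 14 Illumina MouseWG-6 v2.0 arrays: FoxD1-lineage cells without Coll-GFP (Peri), FoxD1-lineage cells with Coll-GFP (Peri Fibro), and Coll-GFP cells outside the FoxD1 lineage (Fibro). Each population had 2 arrays from uninjured mice. From *day 7* after bleomycin (0.8 U/kg in the sample labels) there were 2 Peri, 3 Peri Fibro and 3 Fibro arrays. Uninjured arrays came from female mice and bleomycin arrays from male mice, so every bleomycin effect below is also a difference in sex. In every passage n counts arrays. The files used hold a signal intensity and a detection p-value for each of 45281 probes, and 17831 to 20087 probes per array were above background (detection p under 0.05). Signals were background corrected and quantile normalized with neqc, and the brightest kept probe stood for each of 12443 genes. One limma fit over the 6 groups gave every log2 fold change with its standard error (SE). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change, the thresholds that the paper states. Gene lists were compared with camera of limma at its preset correlation between genes (0.01), adjusted over 65 lists, and again with a correlation estimated from the arrays. A gene below background on all arrays of 1 group has only a lower bound on its fold change, written as at least so many fold. Hybridization batch was not used here, and with 2 or 3 arrays per group the SE rests on 8 residual degrees of freedom shared by all groups.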

In this study, we analyzed global transcriptional changes in sorted populations from triple transgenic reporter animal *Foxd1-Cre;Rosa26-Tdtomato;Coll-GFP* at baseline and at *day 7* after bleomycin (Fig. 1, *A*–*C*, and GSEA table in Supplemental Table S1, all Supplemental material is available at: https://doi.org/10.6084/m9.figshare.18345221). The three populations of interest were identified by FACS gates P3 (Peri), P4 (Peri^Fibro^), and P5 (Fibro; Fig. 1*A*). Periycte-derived population (Peri and Peri^fibro^) comprised ∼76% of the cells collected versus 24% Fibro in the injured mice. By contrast, 42% of the cells collected were pericyte-derived (Peri and Peri^fibro^) and 58% were Fibro from *day 7* injured mouse lungs. 

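The sorted population accounted for 62.2% of the variance of 12443 genes, and bleomycin together with the sex of the mice for 7.20%. The interaction of population and injury held 6.38%, and 24.3% lay between arrays of the same group. On the first principal component, with 55.8% of the variance, the 4 Peri arrays scored -102 to -62.4, the 5 Fibro arrays -20.5 to 35.3 and the 5 Peri Fibro arrays 44.8 to 64.1. Uninjured and bleomycin arrays of a population overlapped on this component in Peri Fibro and in Peri, and in Fibro the bleomycin arrays scored lower. The second component held 18.4%, and there bleomycin Peri Fibro replicate 3 (33.4), uninjured Fibro replicate 2 (66.0) and bleomycin Fibro replicate 2 (70.8) lay away from the other arrays of their groups, which scored between -37.5 and 11.8. Genes of the nuclear-encoded respiratory chain were higher on these 3 arrays than on the other arrays of their groups, by a mean log2 difference of 0.91, 1.03 and 0.82. By exact permutation of the population labels within injury states, 2 of 50400 arrangements gave a population share this high (p = 4.0e-05), the smallest p that the design allows. For injury, permuted within populations, 22 of 600 arrangements did (exact p = 0.0367). The injury share lost that call without bleomycin Peri replicate 1 (7.39%, exact p = 0.0533), bleomycin Peri Fibro replicate 2 (7.05%, exact p = 0.0583) or bleomycin Fibro replicate 3 (7.28%, exact p = 0.0528).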

Principal component analysis (PCA) of the entire gene expression data segregated the three populations, particularly Peri (Fig. 1*B*), implying that the primary driver of transcriptional variance is cell type and not exposure to bleomycin. This finding was supported by differential gene expression analysis that showed much larger number of differentially expressed genes (DEGs) between Peri versus Peri^Fibro^ and Peri versus Fibro at baseline or after bleomycin injury (Fig. 1*C*). 

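*Gja4*, which encodes the gap junction protein connexin 37, was lower in Peri than in either other population in both injury states. Its log2 fold change was -5.20 against Peri Fibro (SE 0.30, adjusted p = 5.5e-06) and -4.50 against Fibro (SE 0.30, adjusted p = 2.5e-05) in uninjured mice, and -4.17 (SE 0.27, adjusted p = 1.5e-05) and -2.83 (SE 0.27, adjusted p = 8.9e-04) at *day 7*. In uninjured lungs 1264 genes were called higher and 1802 lower in Peri than in Peri Fibro, and 1091 higher and 1580 lower than in Fibro. Between Peri Fibro and Fibro there were 29 higher and 258 lower in Peri Fibro. After bleomycin the counts were 1196 and 1389 for Peri against Peri Fibro, 410 and 523 for Peri against Fibro, and 343 and 412 for Peri Fibro against Fibro.
Scaling the arrays by their medians in place of quantile normalization gave 668 higher and 1664 lower for Peri against Peri Fibro, 320 and 1097 for Peri against Fibro and 8 and 89 for Peri Fibro against Fibro in uninjured mice. At *day 7* it gave 95 and 155 for Peri against Fibro and 54 and 62 for Peri Fibro against Fibro. With that scaling the median log2 fold change of all genes was -0.30, -0.15 and 0.17 in the 3 uninjured comparisons. With quantile normalization it was -0.05, -0.03 and 0.06. At *day 7* the medians with scaling were -0.09, -0.00 and 0.15. For Peri against Fibro the median was -0.01 with quantile normalization, so that count fell with almost no move of the median. In the order above, the authors' log2 values gave 1253, 854, 65, 969, 244 and 210 genes. Signals without background correction gave 1838, 1444, 128, 1448, 436 and 354. A fit of only the 2 groups compared gave 0 genes by limma for uninjured Peri Fibro against Fibro and for *day 7* Peri against Fibro (1356 and 2568 at an unadjusted p under 0.05). For *day 7* Peri Fibro against Fibro it gave 259, and no filter gave 489. With array weights the *day 7* counts against Fibro were 1468 for Peri and 1523 for Peri Fibro. A replicate block within injury states gave 620 for *day 7* Peri against Fibro and 181 for uninjured Peri Fibro against Fibro. The count for uninjured Peri against Fibro was 1512 without uninjured Peri replicate 2. For Peri Fibro against Fibro in uninjured mice it was 83 without Peri Fibro replicate 1, 108 without Peri Fibro replicate 2, 555 without Fibro replicate 1 and 83 without Fibro replicate 2. At *day 7*, Peri against Peri Fibro gave 1515 genes without Peri replicate 1, and Peri against Fibro gave 123 without Peri replicate 1 and 608 without Peri replicate 2. The *day 7* count of Peri Fibro against Fibro was 231 without Peri Fibro replicate 1, 461 without Peri Fibro replicate 2, 244 without Fibro replicate 1 and 465 without Fibro replicate 3.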

We had previously demonstrated that stromal cell subsets with distinct gene expression profiles can be identified by *Foxd1*-lineage cells without *Coll-GFP* expression (Peri), *Foxd1-*lineage cells with *Coll-GFP* expression (Peri^Fibro^), and non-*Foxd1*-lineage cells with *Coll-GFP* expression (Fibro) (12). Using GSEA, we again demonstrated that the Peri population is highly enriched in immune and inflammatory transcriptional programs compared with Peri^Fibro^ and Fibro populations in the uninjured mice (Fig. 1*C*, Uninjured Baseline), whereas remodeling processes were highly underrepresented in Peri relative to Peri^Fibro^ and Fibro. This transcriptional pattern remained preserved at *day 7* after bleomycin, indicating persistent differential enrichment of immuno-inflammatory programs in FoxD1-derived^+^/Coll-GFP^−^ population (Peri). 

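Genes of neutrophils, T and natural killer (NK) cells and B cells were higher in Peri than in both Coll-GFP populations of uninjured mice. Against Peri Fibro (n = 2 and 2), 12 of 12 neutrophil, 11 of 15 T and NK cell and 9 of 10 B cell genes were called higher and none lower. Examples are *Csf3r*, the receptor for granulocyte colony-stimulating factor (log2 fold change 5.79, SE 1.04, adjusted p = 0.0013), *Nkg7*, a protein of cytotoxic granules (6.39, SE 0.62, adjusted p = 2.7e-05), and *Cd79b*, part of the B cell receptor (5.48, SE 0.66, adjusted p = 9.1e-05). Against Fibro (n = 2), 9 neutrophil, 12 T and NK cell and 9 B cell genes were higher, with *Cd3e* of the T cell receptor complex at 4.14 (SE 0.82, adjusted p = 0.0037) and the B cell IgE receptor *Fcer2a* at 4.94 (SE 0.86, adjusted p = 0.0017). Of 34 leukocyte receptor and signaling genes, 28 were higher than in Peri Fibro and 17 than in Fibro, with none lower (31 and 18 when adjusted over the list alone). Among them, *Rac2*, a GTPase of blood cells, was higher by 5.00 (SE 0.37, adjusted p = 1.0e-05) and the tetraspanin *Cd37* by 5.11 (SE 0.49, adjusted p = 2.7e-05) against Peri Fibro. *Ptprc*, which encodes CD45, was at least 7.05-fold higher than in Peri Fibro (adjusted p = 1.5e-04), where it was below background on both arrays, and fell short of the 2-fold limit in the authors' own normalized values (log2 0.71). Against Fibro it was higher by 1.99 (SE 0.41, adjusted p = 0.0045), and lost the call without uninjured Peri replicate 2 (adjusted p = 0.0507, the highest over the alternatives, with 6.8e-04 at the lowest), in the authors' own normalized values (log2 0.52) and without background correction (log2 0.93).
Inflammatory mediators went both ways. Of 60 measured, 16 were higher and 10 lower than in Peri Fibro (17 and 12 over the list alone), and 8 were higher and 9 lower than in Fibro. Of all 12443 genes, 1264 were higher and 1802 lower than in Peri Fibro, and 1091 and 1580 than in Fibro. The chemokine *Ccl5* (5.45, SE 0.60, adjusted p = 5.0e-05) and the cytokine *Il1b* (4.41, SE 0.61, adjusted p = 2.4e-04) were higher than in Peri Fibro, while the chemokines *Cxcl12* (-5.28, SE 0.82, adjusted p = 5.0e-04) and *Cx3cl1* (-4.80, SE 0.55, adjusted p = 6.5e-05) were lower. The mean log2 fold change of the list was 0.27 and its median -0.16 (-0.11 with genes below background at their bound), and camera did not call it (adjusted p = 0.306 against Peri Fibro and 0.820 against Fibro). Of 22 macrophage genes, 6 were higher and 7 lower than in Peri Fibro, and 2 were higher and 9 lower than in Fibro, where *Mrc1*, the mannose receptor, was at -5.54 (SE 0.80, adjusted p = 5.6e-04). The Reactome set Cytokine Signaling in Immune system had 43 of 191 genes higher and 16 lower than in Peri Fibro and 32 higher and 9 lower than in Fibro, with a mean of 0.59 in each. Camera called it (adjusted p = 0.0017 and 7.4e-05). The call was lost with an estimated correlation (adjusted p = 0.591 and 0.411, the highest over the alternatives, with 6.2e-04 and 8.3e-06 at the lowest). Camera called the leukocyte receptor list in both comparisons (adjusted p = 2.3e-17 and 4.2e-08). With an estimated correlation its adjusted p was 0.230 and 0.247, from 3.7e-23 and 6.4e-10 at the lowest over the alternatives, and the neutrophil, T and NK cell and B cell lists had the same adjusted p of 0.230 and 0.247.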

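Matrix genes were lower in Peri than in Peri Fibro and Fibro before injury. Of 184 genes of the Reactome set Extracellular matrix organization, 12 were higher and 81 lower in Peri than in Peri Fibro (13 and 85 over the list alone), and 10 were higher and 62 lower than in Fibro (11 and 68). The lower genes include *Serpinh1*, the collagen chaperone HSP47 (log2 fold change -4.95 against Peri Fibro, SE 0.52, adjusted p = 3.9e-05; -4.05 against Fibro, SE 0.52, adjusted p = 2.8e-04), and *Mfap2*, a microfibril protein (-4.67, SE 0.44, adjusted p = 2.5e-05; -4.05, SE 0.44, adjusted p = 1.2e-04). Elastin, *Eln*, was at -3.82 against Fibro (SE 0.52, adjusted p = 3.8e-04). Of 35 genes of fibrillar collagens and interstitial matrix, 21 were lower than in Peri Fibro and 15 than in Fibro, with none higher. Of 18 basement membrane genes, 13 and 12 were lower, with *Col4a1* at -4.70 (SE 0.58, adjusted p = 1.1e-04) against Peri Fibro. *Timp3*, an inhibitor of metalloproteinases, was lower than in Peri Fibro (-4.17, SE 0.50, adjusted p = 8.2e-05), and the metalloproteinase *Mmp9* was higher (5.04, SE 0.78, adjusted p = 4.8e-04).
Markers of other cell types moved with these groups. Of 29 endothelial genes, 27 were lower in Peri than in Peri Fibro and 25 than in Fibro, among them *Vwf* (-5.57, SE 0.55, adjusted p = 2.8e-05), *Cdh5* (-5.27, SE 0.70, adjusted p = 1.7e-04) and *Pecam1*, which encodes CD31 (-3.80, SE 0.65, adjusted p = 9.1e-04), against Peri Fibro. Against Fibro *Pecam1* was at -1.90 (SE 0.65, adjusted p = 0.0533) and not called. It passed without bleomycin Peri Fibro replicate 1 (adjusted p = 0.0475) or 3 (0.0245), uninjured Fibro replicate 2 (0.0189) or bleomycin Fibro replicate 2 (0.0447). It also passed with the strict filter, an intensity trend, array weights or the replicate block (0.0359 to 0.0494). The highest over the alternatives was 0.284. Of 20 pericyte markers, 14 were lower and 1 higher than in Peri Fibro, and 8 were lower and 1 higher than in Fibro, with *Mcam*, a cell adhesion molecule of vessel walls, at -4.49 (SE 0.63, adjusted p = 2.5e-04) against Peri Fibro. Against Fibro, 11 of 14 alveolar type 2 genes were lower, with the surfactant protein *Sftpa1* at -6.08 (SE 0.50, adjusted p = 3.9e-05). Camera placed the Reactome set below the other genes against Peri Fibro (mean -1.15, adjusted p = 8.8e-07) and against Fibro (mean -0.85, adjusted p = 1.7e-05). With an estimated correlation the adjusted p was 0.230 and 0.247, the highest of all alternatives, and the lowest were 1.3e-07 and 2.1e-07. The collagen, basement membrane, endothelial and pericyte lists, called by camera in both comparisons, had adjusted p between 0.230 and 0.443 against Peri Fibro with an estimated correlation. Against Fibro these lists and alveolar type 2, which camera called there alone of the 2, had 0.247 to 0.419.

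**Figure D1:**
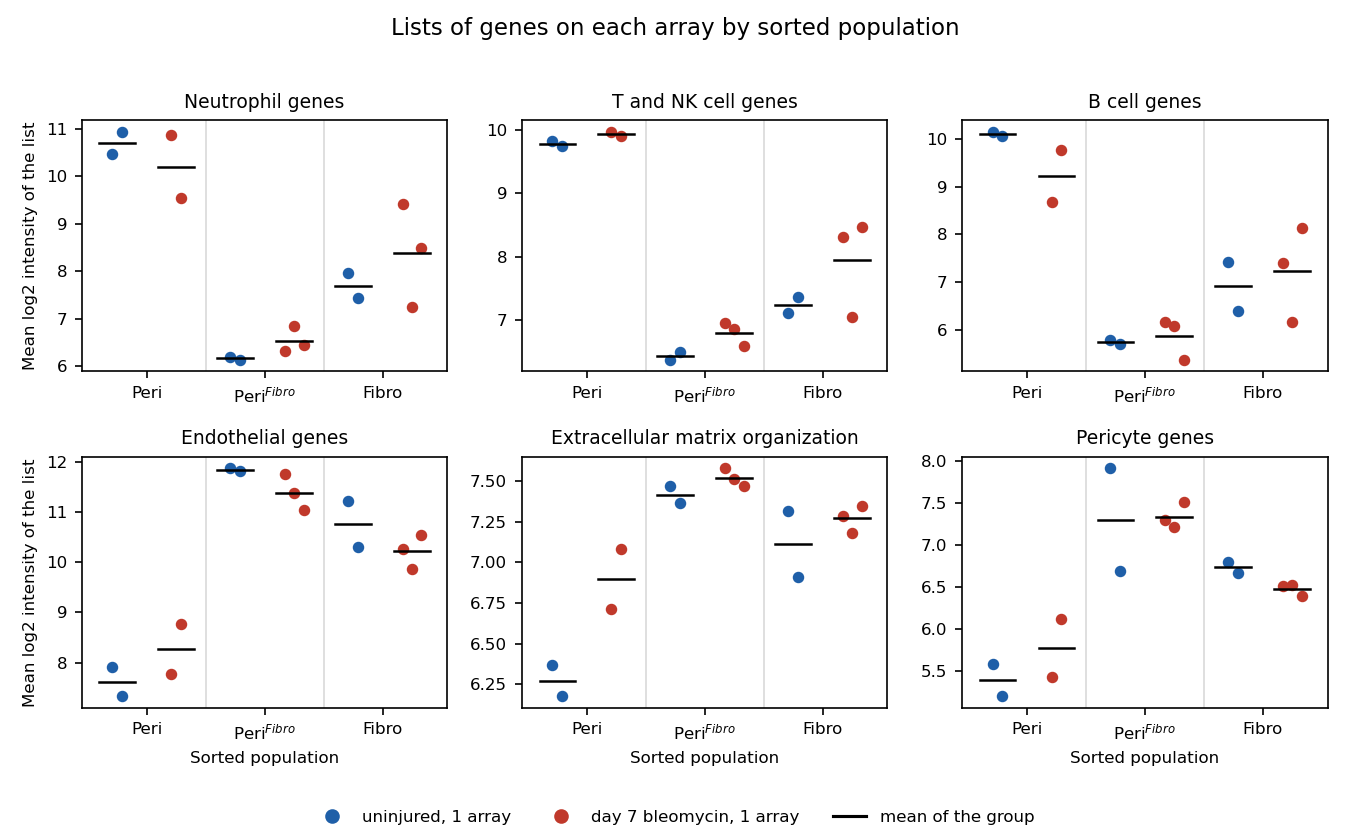
Mean log2 intensity of 6 gene lists on each array, by sorted population. Blue points are uninjured arrays, red points are *day 7* bleomycin arrays, and black lines are group means.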

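At *day 7* after bleomycin, 11 of 12 neutrophil, 13 of 15 T and NK cell and 9 of 10 B cell genes were higher in Peri than in Peri Fibro (n = 2 and 3), and none was lower. *Nkg7* stood at a log2 fold change of 5.85 (SE 0.57, adjusted p = 6.2e-05), *Csf3r* at 5.03 (SE 0.95, adjusted p = 0.0023) and *Cd79b* at 4.45 (SE 0.60, adjusted p = 3.0e-04). Against Fibro (n = 3) the numbers were 2, 8 and 6 (6, 13 and 7 over the list alone), and the NK cell receptors *Klra4* (3.67, SE 0.50, adjusted p = 0.0024) and *Klra7* (3.43, SE 0.46, adjusted p = 0.0023) were higher. Of the leukocyte receptor and signaling genes, 25 of 34 were higher than in Peri Fibro (28 over the list alone), while 3 were higher and 1 lower than in Fibro. Inflammatory mediators had 16 higher and 7 lower against Peri Fibro, with *Ccl5* at 4.50 (SE 0.55, adjusted p = 1.6e-04), and 2 higher and 4 lower against Fibro, with the chemokine *Cxcl16* at -2.24 (SE 0.37, adjusted p = 0.0050).
Of the 184 Reactome matrix genes, 20 were higher and 59 lower in Peri than in Peri Fibro, and 5 were higher and 18 lower than in Fibro (8 and 24 over the list alone). *Mfap2* (-3.80, SE 0.40, adjusted p = 8.0e-05), *Serpinh1* (-3.13, SE 0.47, adjusted p = 5.9e-04), *Col4a1* (-3.11, SE 0.53, adjusted p = 0.0013) and *Sparc*, a collagen-binding matrix protein (-3.09, SE 0.56, adjusted p = 0.0018), were lower than in Peri Fibro, and *Mmp9* was higher (5.02, SE 0.71, adjusted p = 4.0e-04). Endothelial genes were lower too, 26 of 29 against Peri Fibro and 18 against Fibro (25 over the list alone), with *Gpihbp1*, a lipase anchor of capillaries, at -3.97 (SE 0.37, adjusted p = 5.0e-05) and -2.79 (SE 0.37, adjusted p = 0.0023), and the endothelial transcription factor *Sox18* at -2.57 (SE 0.25, adjusted p = 8.9e-04) against Fibro. Pericyte markers were lower for 11 of 20 against Peri Fibro and 2 against Fibro, with 1 higher in each. Of the macrophage genes, 2 were higher and 1 lower than in Peri Fibro, and 5 of 22 lower than in Fibro.
Of the genes called between Peri and Peri Fibro at *day 7*, 921 of 1196 higher and 1239 of 1389 lower were called the same way at baseline, against 121 and 201 expected of independent calls. Against Fibro, 337 of 410 and 483 of 523 were shared, against 35.9 and 66.4. In the other direction, 72.9% of the baseline calls higher and 68.8% of those lower than in Peri Fibro were called again at *day 7*, but only 30.9% and 30.6% of those against Fibro. In the authors' log2 values 843 and 214 calls were shared, against 2160 and 820 here. Log2 fold changes of all genes at baseline and *day 7* correlated at 0.911 and 0.835 over genes, which are not independent replicates.
Camera called the Reactome matrix set at *day 7* (adjusted p = 2.1e-04 against Peri Fibro and 0.0013 against Fibro). The calls were lost with an estimated correlation (adjusted p = 0.415 and 0.540, from 1.8e-05 and 3.3e-05 at the lowest over the alternatives). Inflammatory mediators were not called against Peri Fibro (adjusted p = 0.113) or Fibro (adjusted p = 0.479), and passed against Peri Fibro without bleomycin Peri replicate 2 (adjusted p = 0.0151) and with median scaling (adjusted p = 0.0445). The leukocyte receptor list had adjusted p = 3.2e-13 against Peri Fibro (adjusted p = 0.346 with an estimated correlation) and 0.0753 against Fibro, where it passed without bleomycin Peri replicate 2 (0.00148) or bleomycin Fibro replicate 1 (0.0102). The pericyte list (adjusted p = 0.0112 against Fibro) lost its call without bleomycin Peri replicate 1 (adjusted p = 0.235) and with an estimated correlation (adjusted p = 0.613). Fibrillar collagens and interstitial matrix, called against Fibro with 1 of 35 genes lower (mean -0.45, adjusted p = 0.0409), turned without bleomycin Peri replicate 1 (mean 0.07, adjusted p = 0.817). That call was also lost without bleomycin Fibro replicate 2 (adjusted p = 0.0868), with an estimated correlation (0.616) and in 7 other alternatives (0.0545 to 0.102), with 2.1e-05 at the lowest. The Reactome cytokine set was called higher against Peri Fibro (mean 0.70, adjusted p = 3.8e-05, and 0.543 with an estimated correlation) and Fibro (mean 0.37, adjusted p = 0.0011). The second call was lost without bleomycin Peri replicate 1 (mean 0.21, adjusted p = 0.184) and with an estimated correlation (0.613). The lowest over the alternatives were 9.0e-07 and 1.1e-05. Without bleomycin Fibro replicate 2 the mean against Fibro fell to 0.19. With an estimated correlation the adjusted p of the other lists named here that camera called was 0.346 to 0.488 against Peri Fibro and 0.309 to 0.475 against Fibro.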

Interestingly, the Peri^Fibro^ cells were highly enriched in tissue remodeling programs compared with Peri and Fibro populations, both at baseline and at *d7* after bleomycin, suggesting this subset of pericytes may have high fibrogenic potential in injury. 

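Between Peri Fibro and Fibro, 29 of 12443 genes were called higher and 258 lower in Peri Fibro before injury, and 343 and 412 at *day 7*. In uninjured mice (n = 2 and 2), 1 of the 184 Reactome matrix genes was called higher and 4 lower in Peri Fibro than in Fibro. At *day 7* (n = 3 and 3), 10 were higher and 4 lower (26 and 10 over the list alone). Of 18 basement membrane genes, none was called at baseline and 1 was higher at *day 7* (4 and 6 over the list alone, none lower), and of 35 fibrillar collagen and interstitial matrix genes 1 was higher at baseline (2 over the list alone) and 4 at *day 7* (8 over the list alone). *Mmrn1*, a protein of the vessel wall that binds the matrix (log2 fold change 3.08, SE 0.40, adjusted p = 0.0040), and *Reln*, a secreted glycoprotein (2.86, SE 0.48, adjusted p = 0.0086), were higher in Peri Fibro at *day 7*. In uninjured mice the protease *Prss23* was higher in Peri Fibro (2.11, SE 0.26, adjusted p = 0.0017), but by less than 2-fold in the authors' own normalized values (log2 0.42) and without background correction (log2 0.78).
Endothelial genes had a mean log2 fold change of 1.08 in Peri Fibro against Fibro at baseline (0.62 without uninjured Fibro replicate 2), with none called. At *day 7*, 2 of 29 were called higher (19 over the list alone). The mean log2 intensity of the endothelial list was 11.0 to 11.9 on Peri Fibro arrays and 9.86 to 11.2 on Fibro arrays. That of the pericyte list was 6.69 to 7.91 on Peri Fibro arrays. Leukocyte receptor and signaling genes were lower in Peri Fibro, 7 of 34 at baseline and 20 at *day 7* (16 and 31 over the list alone), with *Cd52*, a surface glycoprotein of leukocytes, at -2.47 in uninjured mice (SE 0.32, adjusted p = 0.0022) and the phosphatase *Ptpn6* at -2.40 at *day 7* (SE 0.32, adjusted p = 0.0040). Inflammatory mediators had 1 of 60 lower at baseline, and 3 higher and 16 lower at *day 7*, with *S100a9* (-3.29, SE 0.54, adjusted p = 0.0083) and *S100a8* (-2.83, SE 0.41, adjusted p = 0.0053), calcium-binding proteins of neutrophils, among the lower. Neutrophil and macrophage genes were lower for 4 of 12 and 7 of 22 at *day 7*. Alveolar type 2 genes were lower in uninjured Peri Fibro for 11 of 14, with *Cxcl15* at -6.06 (SE 0.84, adjusted p = 0.0032) and the surfactant protein *Sftpd* at -4.74 (SE 0.51, adjusted p = 6.6e-04).
From its enrichment results the paper proposes that Peri Fibro cells may hold fibrogenic potential in injury. Camera placed the Reactome matrix set above the other genes, with a mean log2 fold change of 0.30 at baseline (adjusted p = 0.0073) and 0.25 at *day 7* (adjusted p = 0.0145). The baseline mean was 0.50 without uninjured Fibro replicate 1 and 0.10 without uninjured Fibro replicate 2. The baseline call was lost without the latter (adjusted p = 0.0682), without the filter on dim probes (0.0557) and with an estimated correlation (adjusted p = 0.451, against 0.0024 at the lowest over the alternatives). The *day 7* call was lost without bleomycin Fibro replicate 2 (adjusted p = 0.0593), with median scaling (0.0529) and with an estimated correlation (adjusted p = 0.512, against 0.0020 at the lowest). Fibrillar collagens, called at baseline (mean 0.56, adjusted p = 0.0063), lost the call without uninjured Peri Fibro replicate 1 (mean 0.30, adjusted p = 0.258) and with an estimated correlation (0.510), with 4.7e-05 at the lowest. At baseline alveolar type 2 and epithelial genes, both lower in Peri Fibro, kept their camera calls with an estimated correlation (adjusted p = 0.0274 and 0.0472). Macrophage, leukocyte and platelet genes, also lower, had 0.0909, 0.0909 and 0.0801. The other lists that camera called had 0.203 to 0.632 at baseline, and those called at *day 7* had 0.113 to 0.768.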

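After bleomycin, 57 of 12443 genes were higher and 11 lower in Peri than in uninjured Peri (n = 2 and 2). *Gpnmb*, a membrane glycoprotein (log2 fold change 5.78, SE 0.41, adjusted p = 6.1e-05), and *Arg1*, the enzyme arginase 1 (4.76, SE 0.33, adjusted p = 6.1e-05), rose. The endocytic adaptor *Dab2* (3.99, SE 0.41, adjusted p = 0.0016) and the protease inhibitor *Spint1* (3.99, SE 0.43, adjusted p = 0.0019) rose as well. Neither was called in the authors' own normalized values (adjusted p = 0.128 and 0.114, against 4.5e-04 and 2.7e-04 at the lowest over the alternatives). Of the 184 Reactome matrix genes, 5 rose and none fell (20 over the list alone). Matrix crosslinking enzymes, proteases and inhibitors had 3 of 35 higher (10 over the list alone), and fibrillar collagens and interstitial matrix 2 of 35 (9 over the list alone). Inflammatory mediators had 2 of 60 higher (4 over the list alone).
Markers of other cell types moved as well. Macrophage genes rose for 5 of 22, with a mean log2 fold change of 1.31 and a median of 0.43. Of 19 epithelial genes 1 rose (3 over the list alone). Endothelial and alveolar fibroblast genes had none called of 29 and 17, with means of 0.64 and 0.79. Without bleomycin Peri replicate 2 these means fell to 0.14 and 0.41. The endothelial mean was also 0.35 without uninjured Peri replicate 2 and 1.15 without bleomycin Peri replicate 1. The general leukocyte markers had none called of 22 and a mean of -0.30 (-0.48 without bleomycin Peri replicate 1 and -0.10 without replicate 2), and the pericyte markers 1 of 20 called higher. B cell genes had a mean of -0.88 (-0.34 without bleomycin Peri replicate 1 and -1.43 without replicate 2), with none of 10 above 0. Neutrophil genes had a mean of -0.51 (-0.28 without uninjured Peri replicate 2, and -1.17 and 0.16 without bleomycin Peri replicates 1 and 2), with 1 of 12 above 0. None of these genes was called.
Camera called the Reactome matrix set (mean 0.63, adjusted p = 1.7e-10), matrix crosslinking (adjusted p = 2.6e-09), inflammatory mediators (adjusted p = 2.4e-06) and macrophage genes (adjusted p = 1.6e-06). With an estimated correlation their adjusted p was 0.147, 0.124, 0.147 and 0.177, the highest over the alternatives, and the lowest were 9.8e-14, 2.1e-10, 2.6e-09 and 1.6e-07. Camera also called fibrillar collagens, epithelial and alveolar fibroblast genes, with adjusted p = 0.187, 0.187 and 0.318 with an estimated correlation. The endothelial call (adjusted p = 1.3e-04) was lost without bleomycin Peri replicate 2 (0.580), the leukocyte call (adjusted p = 0.0139) without uninjured Peri replicate 2 (0.121) or bleomycin Peri replicate 2 (0.505), and both with an estimated correlation (adjusted p = 0.519 for each). Camera called B cell genes lower (adjusted p = 5.0e-05, and 0.318 with an estimated correlation) and neutrophil genes lower (adjusted p = 0.0119, and 0.554). The neutrophil call was lost without uninjured Peri replicate 2 (0.148) or bleomycin Peri replicate 2 (0.971) and without the filter on dim probes (0.0530). The pericyte list (adjusted p = 0.143) passed without bleomycin Peri replicate 1 (0.0033). The count of genes was 19 without uninjured Peri replicate 1, 13 without uninjured Peri replicate 2, 18 without bleomycin Peri replicate 2 and 39 without bleomycin Peri Fibro replicate 2, and with median scaling it was 34 higher and 1 lower. With that scaling the median log2 fold change of all genes was 0.41 in this comparison, against 0.03 with quantile normalization. The count of genes was 5 in the authors' own normalized values, 12 without background correction and 38 without the filter on dim probes. It was 15 with only the 2 groups compared, 44 with the replicate block and 176 with array weights. It was 172 without the 3 arrays apart on the second component, a setting chosen after the values were seen.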

When we compared the three populations at *d7* bleomcyin to their uninjured states, the Peri population significantly upregulated remodeling programs after bleomycin injury (Fig. 1*C*, bleomycin vs. baseline), lending support to the idea that these cells might also be important contributors to the fibrotic process. We conducted a network analysis of the most highly upregulated genes using gene product interaction (Ingenuity Pathway Analysis, IPA) in the injured Peri population to further characterize the interaction between inflammatory and profibrotic genes in this subpopulation (Supplemental Fig. S3). 

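*Timp1*, an inhibitor of metalloproteinases, was at least 25.9-fold higher in Peri after bleomycin (adjusted p = 0.0016) and was below background on both uninjured Peri arrays. It also rose in Peri Fibro (log2 fold change 3.51, SE 0.47, adjusted p = 0.0145) and in Fibro (4.07, SE 0.47, adjusted p = 0.0011). *Mmp14*, a membrane-bound metalloproteinase, rose in Peri (3.50, SE 0.56, adjusted p = 0.0211), while its values in Peri Fibro (0.52, adjusted p = 0.932) and Fibro (1.48, adjusted p = 0.222) were not called. *Icam1*, an adhesion molecule for leukocytes, was not called in Peri (1.57, SE 0.54, adjusted p = 0.422), Peri Fibro (0.39, adjusted p = 0.945) or Fibro (0.70, adjusted p = 0.653). The bleomycin effects in Peri and Peri Fibro differed by a log2 value of 2.98 for *Mmp14* (adjusted p = 0.491) and 1.18 for *Icam1* (adjusted p = 0.984), neither of them called. For *Timp1* no difference is given, since its effect in Peri is only a lower bound. *Spp1* and *Areg* were not analysed here.
In Peri, *Timp1* was not called in the authors' own normalized values (adjusted p = 0.259) or without background correction (adjusted p = 0.0687), with 2.7e-04 at the lowest over the alternatives. In Peri Fibro it was not called without uninjured Peri Fibro replicate 1 (adjusted p = 0.207) or 2 (adjusted p = 0.129) or in the authors' own normalized values (adjusted p = 0.0993), with 0.0021 at the lowest. *Mmp14* in Peri lost its call without uninjured Peri replicate 1 (adjusted p = 0.0893) or 2 (0.262), bleomycin Peri replicate 1 (0.110) or 2 (0.107), in the authors' own normalized values (0.406), without background correction (0.138) and without the filter on dim probes (0.0559), with 0.0020 at the lowest, and 1 of its 2 probes went the other way.

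**Figure D2:**
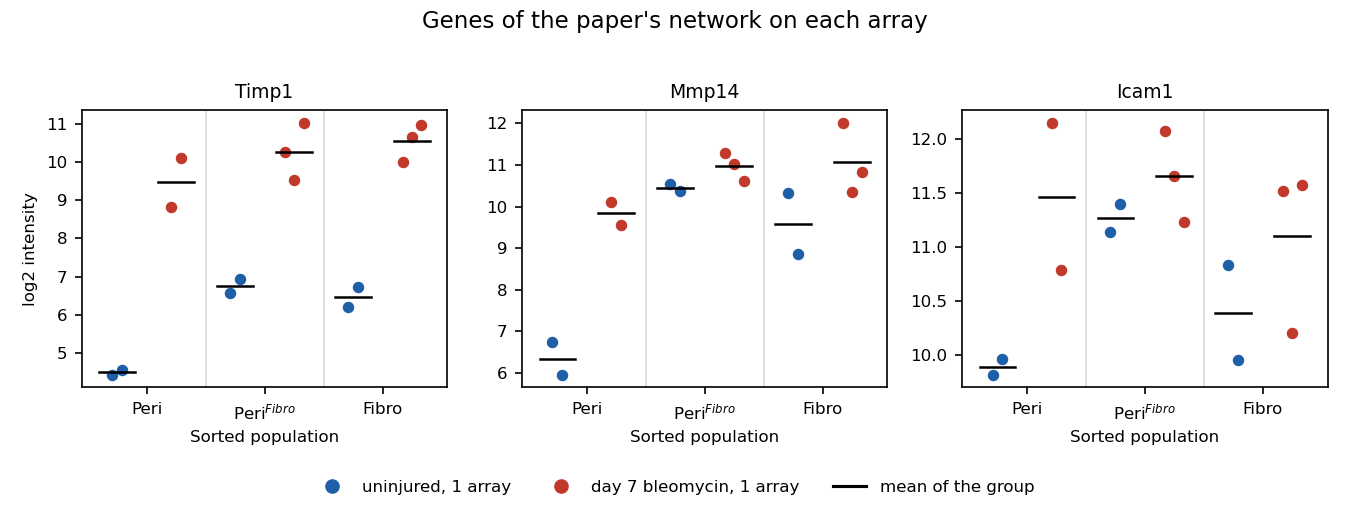
Log2 intensity of *Timp1*, *Mmp14* and *Icam1* on each array, by sorted population. Blue points are uninjured arrays, red points are *day 7* bleomycin arrays, and black lines are group means.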

*Spp1*, *Timp1*, *Mmp14*, *Icam1*, and *Areg* are some the genes that comprise nodes linking inflammatory and fibrotic transcriptional responses in pericytes. Based on our understanding of the transcriptional responses of the Peri and Peri^Fibro^ populations at baseline and after injury, we speculated that pericytes may have functional roles in fibrosis and/or inflammation. To further examine the dominant function of pericytes in lung injury, we conducted pericyte ablation experiments with bleomycin-induced lung injury.

**Figure 1.**
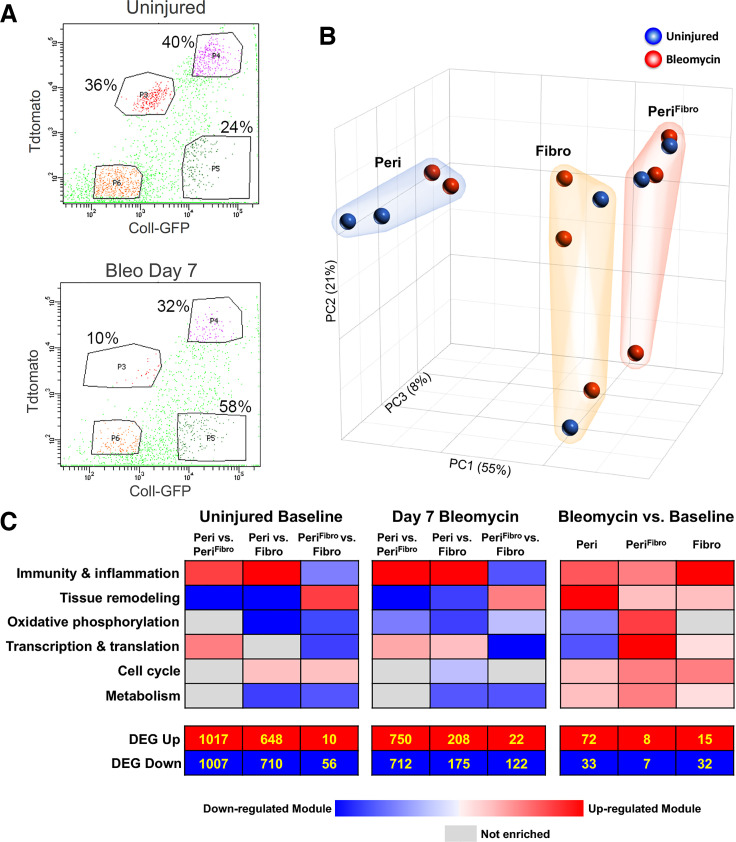
*A*: illustration of gates for FACS isolation the three populations: P3 (Peri), P4 (Peri^Fibro^), and P5 (Fibro). *B*: three-dimensional representation of PCA on the uninjured (blue) and bleomycin-injured (red) populations. Peri^Fibro^ and Fibro populations are more closely related to each other than to Peri, both with and without injury. *C*: composite figure summarizing the gene expression profiling of three stromal subpopulations (Peri, Peri^Fibro^, Fibro) at baseline (*left*), at *day 7* after bleomycin (*middle*), and comparing the populations at *day 7* bleomcyin to their respective uninjured baselines. Differential expression patterns in functional categories are displayed using a heatmap (red: upregulated, blue: downregulated). *Left*: pairwise comparisons at uninjured baseline: Peri vs. Peri^Fibro^, Peri vs. Fibro, Peri^Fibro^ vs. Fibro. The Peri population is enriched in processes involved in immunity and inflammation, whereas Fibro is enriched in processes involved in remodeling relative to Peri. *Middle*: pairwise comparisons at *day 7* after bleomycin: Peri vs. Peri^Fibro^, Peri vs. Fibro, Peri^Fibro^ vs. Fibro. *Right*: pairwise comparisons between bleomycin-injured populations at *d7* with their respective uninjured baselines. The Peri population highly upregulated programs in remodeling in injured lungs compared with uninjured baseline. *Bottom*: number of differentially expressed genes (DEG) that are up- and downregulated. *d7*, *day 7*; PCA, principal component analysis.

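Over 12443 genes, uninjured Peri Fibro and Fibro arrays lay at a mean Euclidean log2 distance of 97.6 (SD 26.4, 4 pairs), against 166 for Peri and Peri Fibro (SD 8.89, 4 pairs) and 149 for Peri and Fibro (SD 13.3, 4 pairs). After bleomycin, Peri Fibro and Fibro lay at 97.2 (SD 14.6, 9 pairs), Peri and Peri Fibro at 142 (SD 17.3, 6 pairs) and Peri and Fibro at 104 (SD 27.3, 6 pairs). The Peri Fibro to Fibro distance was 0.620 of the mean distance of Peri to the other populations before injury and 0.791 after it. Uninjured and bleomycin arrays of the same population lay at 70.9 for Peri, 70.8 for Peri Fibro and 93.1 for Fibro. Pairs share arrays, so the SD describes the spread and is not an error of the mean, and the *day 7* distances of Fibro to Peri Fibro and to Peri differ by less than their SD.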

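Ribosomal protein genes were higher in uninjured Peri than in Peri Fibro for 7 of 43 (mean log2 fold change 0.57). In uninjured Peri Fibro against Fibro these genes had a mean of -0.46 (-0.29 without uninjured Fibro replicate 2), with none called. Genes of the nuclear-encoded respiratory chain, 45 in number, had means of -0.61 (1 called) and -0.55 (none called) in uninjured Peri and Peri Fibro against Fibro. Between bleomycin and uninjured Peri Fibro arrays their mean was 0.28, with none called. Proliferation genes had none of 31 called in Peri or Peri Fibro after bleomycin, with means of 0.34 and 0.59. Of 24 glycolysis and hypoxia genes, 1 rose in Peri Fibro after bleomycin (5 over the list alone), with a mean of 0.50.
Camera called each of these: ribosomal proteins (adjusted p = 3.0e-05 and 3.4e-07), respiratory chain (adjusted p = 0.0044, 4.1e-05 and 4.9e-04), proliferation (adjusted p = 0.0088 and 1.1e-08) and glycolysis and hypoxia (adjusted p = 6.2e-07). No call was kept with an estimated correlation (adjusted p = 0.443 and 0.451, 0.632, 0.555 and 0.797, 0.500 and 0.233, and 0.202, in that order). The respiratory chain calls were also lost without uninjured Fibro replicate 2 at baseline (mean -0.09 and adjusted p = 0.705 in Peri, -0.04 and 0.528 in Peri Fibro) and without bleomycin Peri Fibro replicate 3 after injury (mean -0.03, adjusted p = 0.599). Without uninjured Fibro replicate 1 the baseline means were -1.13 and -1.07, and the mean after injury was 0.17 without uninjured Peri Fibro replicate 1 and 0.48 without bleomycin Peri Fibro replicate 1. The proliferation call in Peri was lost without uninjured Peri replicate 2 (mean 0.20, adjusted p = 0.0817). In Fibro the respiratory chain list was not called after bleomycin (mean -0.08, adjusted p = 0.872). Without uninjured Fibro replicate 2 it was called higher (mean 0.43, adjusted p = 4.4e-04). Without uninjured Fibro replicate 1 (mean -0.60, adjusted p = 1.7e-04) or bleomycin Fibro replicate 2 (mean -0.36, adjusted p = 0.0115) it was called lower.
A screen of 612 Reactome sets with camera called, higher and lower, 65 and 21 for Peri against Peri Fibro, 92 and 43 for Peri against Fibro and 14 and 33 for Peri Fibro against Fibro in uninjured mice. At *day 7* it called 44 and 22, 47 and 79, and 7 and 19. Between bleomycin and uninjured arrays it called 55 and 36 in Peri, 99 and 12 in Peri Fibro and 106 and 2 in Fibro. None of the sets was called with an estimated correlation in any of the 9 comparisons, where 7 to 61 sets per comparison had an unadjusted p under 0.05. In that setting camera did not call the neutrophil list of uninjured Peri against Peri Fibro either (adjusted p = 0.230), with 12 of 12 genes called higher. The screen therefore does not show that the sets are unchanged.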

### Early Ablation of Pericytes Alters Inflammation, but Not Fibrosis

To test the effect of early pericyte ablation on lung injury and fibrosis, we coadministered bleomycin and DT by intratracheal instillation in *Foxd1-Cre;Rosa26-iDTR* (Cre^+^) and the DT insensitive littermates *Rosa26-iDTR* (Cre^−^). DT administration at low dose (0.5 ng/g) alone did not lead to inflammatory changes at *day 2* (*d2*) and *day 7* (*d7*) following DT administration but was able to achieve a 40%–50% reduction in pericytes, defined by PDGFRβ expression by flow cytometry, at *d7* (13). When combined with bleomycin administration, early pericyte ablation decreased acute inflammation in the lung as measured by total white blood cells (WBCs) and protein 2 days following bleomycin administration (10). We evaluated whether this effect persisted to *d7* after bleomycin in the early pericyte ablation model (Fig. 2*A*) before evaluating its effect on fibrosis development at *d21*. We observed decreased WBCs in BALF of Cre^+^ mice versus Cre^−^ mice at *d7* without differences in total protein or weight loss (Fig. 2, *B*–*D*).

**Figure 2.**
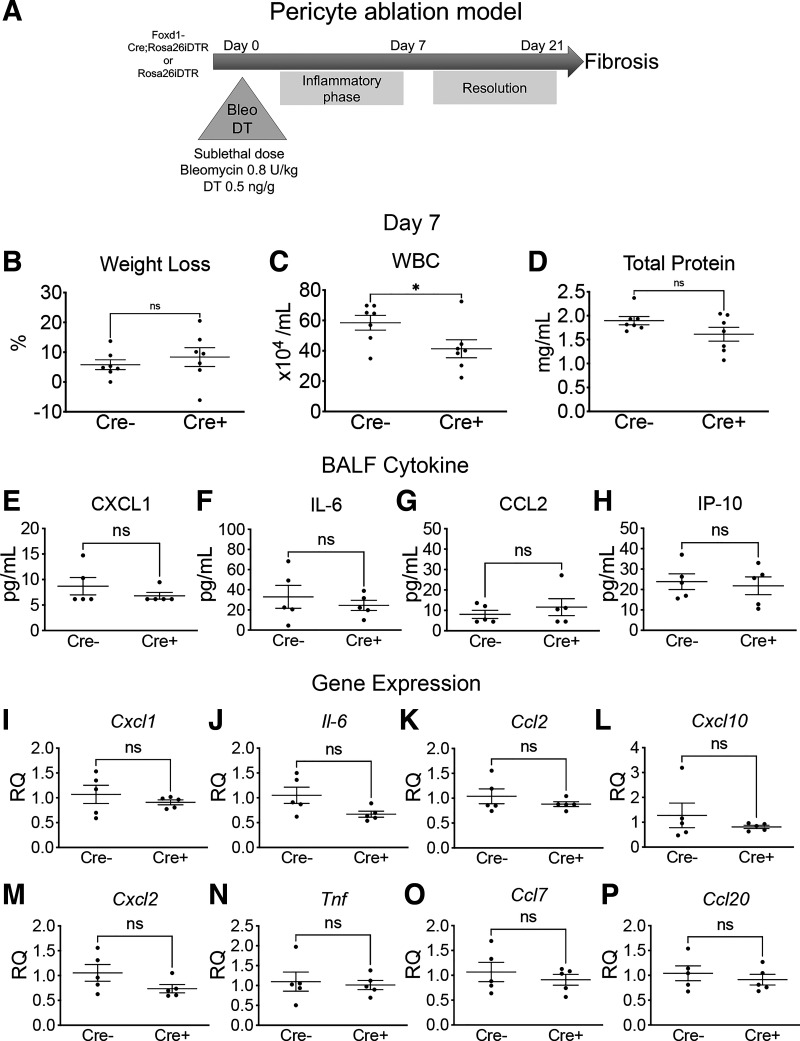
*A*: schematic of early ablation model with coadministration of bleomycin and DT. *B*: weight loss at *d7* in DT-insensitive (Cre^−^) and DT-sensitive (Cre^+^) animals. *C* and *D*: total white blood cell (WBC) count and total protein in BALF at *d7* (means ± SE, *n* = 7/group, *P < 0.05). *E*–*H*: select inflammatory cytokines in BALF by Luminex assay. *I*–*P*: expression of select inflammatory genes by qPCR of whole lung RNA (means ± SE, *n* = 5/group). BALF, bronchoalveolar lavage fluid; *d7*, *day 7*; DT, diphtheria toxin; ns, not significant.

Pericyte ablation leads to decreased BALF total protein and WBCs, as well as decreased select proinflammatory cytokines in the BALF 2 days after pericyte ablation in the bleomycin injury model (10). To further characterize the effect of early pericyte ablation on the acute inflammatory response of the bleomycin model, we assessed select cytokines and chemokines in BALF at *d7* in the early ablation model. By *day 7*, cytokines and chemokines were low to undetectable in the BALF without significant differences between the two groups (Fig. 2, *E*–*H*). Expression of select proinflammatory genes at *d7*, evaluated by qPCR of whole lung RNA, was not significantly different between Cre^−^ and Cre^+^ animals, although there was a nonsignificant decrease in *Il-6* expression in the Cre^+^ group (*P* = 0.060; Fig. 2, *I*–*P*).

Next, we evaluated the effect of early ablation on markers of fibrosis through histological, biochemical, and transcriptional assessment. Without bleomycin, DT alone did not lead to changes in inflammatory response (as measured by BALF WBCs) or fibrosis (as measured by left lung hydroxyproline) at *d21* (Supplemental Fig. S1*A*). With bleomycin-induced lung injury, mice experienced similar weight changes at *day 21* (Fig. 3*A*). Evaluation of BALF revealed no significant difference in WBCs and total protein, although there was a nonsignificant trend toward lower WBCs in Cre^+^ mice at *day 21* (*P* = 0.06; Fig. 3, *B* and *C*). Quantitative assessment of fibrosis-associated genes by qPCR in lung homogenate from *d21* did not reveal significant differences in the expression of smooth muscle actin-α (*Acta2*), collagen type 1, α1 (*Col1a1*), and fibronectin (*Fn1*; Fig. 3, *D*–*G*). Representative images from Cre^+^ and Cre^−^ lungs at *d21* are presented in Fig. 4, *A*–*D*. We analyzed collagen I staining (picrosirius red positive) and the total area of lung sections using Visiopharm software to calculate the collagen/total area ratio as quantitative histology measure. The proportion of collagen-to-total lung area in Cre^+^ animals was not significantly different compared with Cre^−^ animals (Fig. 4*E*). Furthermore, biochemical assessment of collagen content by hydroxyproline of left lungs did not reveal a significant difference between Cre^+^ and Cre^−^ animals (Fig. 4*F*). Despite differences observed in markers of acute inflammation with early pericyte ablation, measures of fibrosis were not significantly altered.

**Figure 3.**
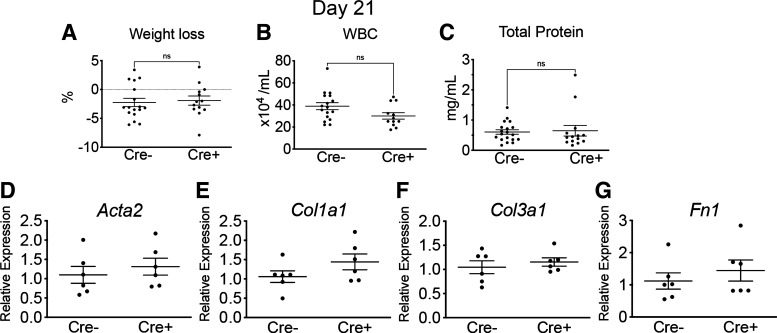
*A*–*C*: weight loss, WBCs, and total protein in BALF at *d21* (means ± SE, *n* ≥ 12/group). *D*–*G*: qPCR of RNA isolated from right lung at bleomcycin *d21*. Genes associated with fibrosis including smooth muscle actin-α (*Acta2*), collagen type 1, α1 (*Col1a1*), and fibronectin (*Fn1*) are shown (means ± SE, *n* = 5/group). BALF, bronchoalveolar lavage fluid; *d21*, *day 21*; ns, not significant; WBCs, white blood cells.

**Figure 4.**
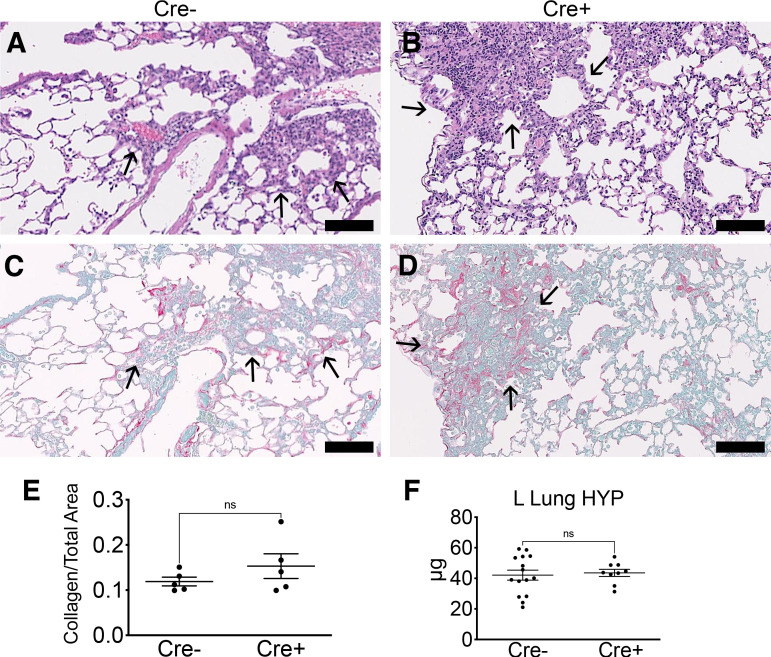
*A*–*D*: representative H&E (*A* and *B*) and picrosirius red/fast green (*C* and *D*) images from right lungs of Cre^−^ and Cre^+^ mice at bleomycin *d21*. Scale bar = 100 µm. *E*: quantitative analysis of picrosirius red positive/total lung area from whole slide scanned images. Graphs depict the area of collagen staining (picrosirius red^+^) as a ratio of total lung area (means ± SE, *n* = 5/group). *F*: hydroxyproline measurement in left lung (means ± SE, *n* ≥ 9/group). *d21*, *day 21*; H&E, hematoxylin and eosin; ns, not significant.

### Late Pericyte Ablation Does Not Alter Lung Fibrosis

As early ablation of lung pericytes altered acute inflammation, we investigated whether late ablation of lung pericytes after acute inflammation (*day 7*) affected fibrosis (Fig. 5*A*). Acute inflammation did not affect the efficiency of late ablation by DT. Cre^−^ and Cre^+^ mice injured with bleomycin were given DT at *d7* as described (Fig. 5*A*), and evaluation of ablation efficiency by flow cytometry 7 days after DT revealed greater than 50% reduction in PDGFRβ^+^ stromal cells in Cre^+^ mice (Supplemental Fig. S1, *B* and *C*), similar to the reduction seen without bleomycin injury (13). Following late ablation, BALF WBCs and total protein were similar between Cre^−^ and Cre^+^ groups at *d21* (Fig. 5, *B* and *C*). On the transcriptional level, expression of *Acta2*, *Col1a1*, *Col3a1*, and *Fn1* in whole lung was not significantly different between Cre^−^ and Cre^+^ groups at *d21* (Fig. 5, *D*–*G*). Histological evaluation of the lung sections revealed no significant difference in collagen deposition in right lungs at *d21* (Fig. 6*E*). Similarly, biochemical evaluation of left lungs by hydroxyproline assay revealed no significant difference between Cre^−^ and Cre^+^ groups (Fig. 6*F*).

**Figure 5.**
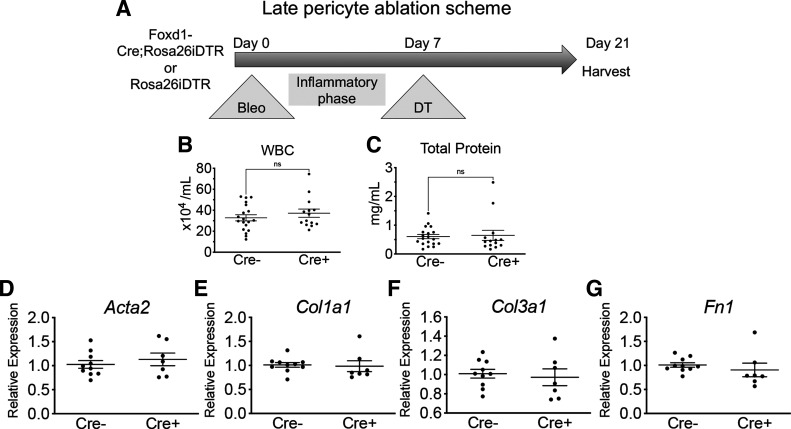
*A*: schematic of late ablation model with administration of bleomycin on *d0* followed by administration of DT on *d7*. *B* and *C*: WBCs and total protein in BALF at bleomycin *d21* (means ± SE, *n* ≥ 14/group). *D–G*: qPCR of RNA isolated from right lung at bleomcycin *d21*. Genes associated with fibrosis including smooth muscle actin-α (*Acta2*), collagen type 1, α1 (*Col1a1*), and fibronectin (*Fn1*) are shown (means ± SE, *n* = 5/group). BALF, bronchoalveolar lavage fluid; *d0*, *day 0*; *d7*, *day 7*; *d21*, *day 21*; DT, diphtheria toxin; ns, not significant; WBCs, white blood cells.

**Figure 6.**
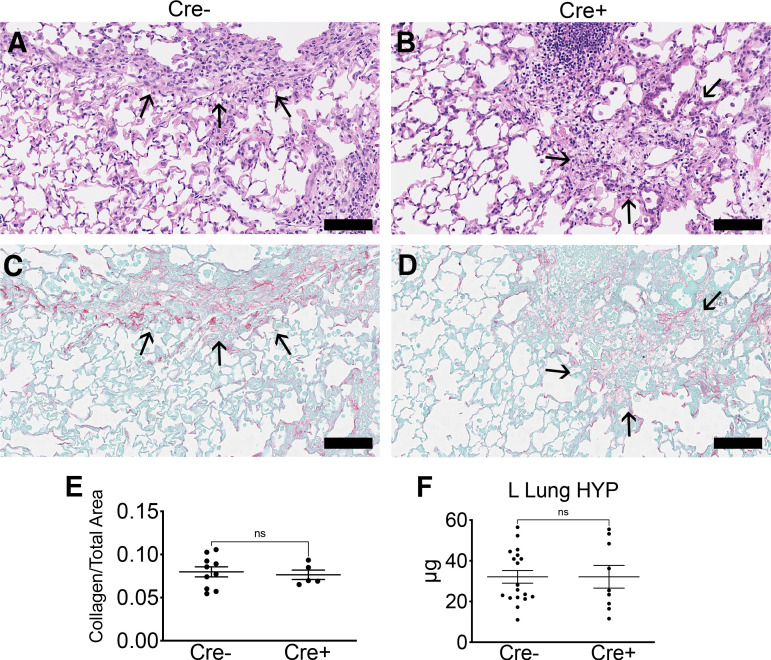
*A*–*D*: representative H&E (*A* and *B*) and picrosirius red/fast green (*C* and *D*) images from right lungs of Cre^−^ and Cre^+^ mice at bleomycin *d21*. Scale bar = 100 µm. *E*: quantitative analysis of picrosirius red positive/total lung area from whole slide scanned images. Graphs depict the area of collagen staining (picrosirius red+) as a ratio of total lung area (means ± SE, *n* ≥ 5/group). *F*: hydroxyproline measurement in left lung (means ± SE, *n* ≥ 9/group). *d21*, *day 21*; H&E, hematoxylin and eosin; ns, not significant.

## DISCUSSION

The cellular origins of lung myofibroblasts and their contribution to established fibrosis in the lung remain a topic of much controversy. We previously demonstrated that *Foxd1*-derived cells are lung pericyte-like cells and have myofibroblastic potential in vitro and in vivo, as defined by αSMA expression (12). The transcriptional landscape of the Peri, Peri^Fibro^, and Fibro populations at uninjured baseline in this report is consistent with our prior study, showing enrichment of immune-related programs in the Peri population and matrix-related programs in the Peri^Fibro^ and Fibro populations (12). Interestingly, our microarray data showed that *Foxd1*-derived pericytes (Peri and Peri^Fibro^) maintained their transcriptional identities during lung injury with an immune-related population (Peri) and a highly fibrogenic population (Peri^Fibro^), although both populations upregulated remodeling programs in response to injury. 

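After bleomycin, 14 of 12443 genes were higher and 2 lower in Peri Fibro than in uninjured Peri Fibro (n = 3 and 2). *Arg1* rose by a log2 fold change of 3.77 (SE 0.30, adjusted p = 3.1e-04). Of the genes that rose in Peri Fibro, 5 also rose in Peri, against 0.0641 expected of independent calls. They are *AA467197*, *Arg1*, *Serpina3n*, *Timp1* and the Y-linked *Eif2s3y*, which goes with the sex of the mice. The Reactome matrix set had 3 of 184 genes higher in Peri Fibro (5 over the list alone), with a mean of 0.11. Matrix crosslinking enzymes, proteases and inhibitors had 2 of 35 higher (3 over the list alone), with a mean of 0.49, and fibrillar collagens and interstitial matrix none of 35 (1 over the list alone), with a mean of 0.09. Inflammatory mediators had none of 60 called (4 higher over the list alone), with a mean of 0.60, and macrophage genes 1 of 22 (9 over the list alone), with a mean of 0.96 (0.60 without uninjured Peri Fibro replicate 1). Leukocyte receptor and signaling genes (6 of 34 higher over the list alone, mean 0.73, and 0.42 without uninjured Peri Fibro replicate 1) and epithelial genes (7 of 19 over the list alone, mean 0.75) had none called. Endothelial genes had a mean of -0.46 (-0.28 without bleomycin Peri Fibro replicate 3), with none of 29 called.
Over the Reactome matrix set the bleomycin effect in Peri exceeded that in Peri Fibro by a mean log2 value of 0.52 (camera adjusted p = 2.2e-05) and that in Fibro by 0.47 (adjusted p = 0.0011). Without bleomycin Peri replicate 2 the means were 0.32 and 0.28, and camera still called both. The calls of the full set of arrays were lost with an estimated correlation (adjusted p = 0.435 and 0.396, from 3.4e-07 and 4.6e-05 at the lowest over the alternatives), and the second also without uninjured Fibro replicate 1 (mean 0.27, adjusted p = 0.0627). Gene by gene, limma called 0 differences between the bleomycin effects in Peri and Peri Fibro (643 genes at an unadjusted p under 0.05), 1 without uninjured Peri replicate 1, 4 without bleomycin Peri replicate 1 and 2 without bleomycin Fibro replicate 1. Array weights called 15, and the authors' log2 values and an intensity trend 1 each.
Within Peri Fibro camera called matrix crosslinking (adjusted p = 2.0e-04, and 0.233 with an estimated correlation), inflammatory mediators (adjusted p = 7.7e-08, and 0.170) and macrophage genes (adjusted p = 4.0e-09, and 0.170). It also called leukocyte receptors (adjusted p = 2.3e-09, and 0.307), epithelial genes (adjusted p = 8.7e-08, and 0.202) and, lower, endothelial genes (adjusted p = 9.1e-04, and 0.797). The endothelial call was lost without bleomycin Peri Fibro replicate 3 (adjusted p = 0.0510). Camera did not call the Reactome matrix set (adjusted p = 0.213) or fibrillar collagens (adjusted p = 0.405), which passed without uninjured Peri Fibro replicate 1 (adjusted p = 0.0469 and 0.0084). The count of genes was 2 without uninjured Peri Fibro replicate 1, 3 without uninjured Peri Fibro replicate 2, 6 without bleomycin Peri Fibro replicate 2, 10 without bleomycin Peri Fibro replicate 3, 25 without uninjured Fibro replicate 2 and 29 without bleomycin Fibro replicate 2. It was 10 in the authors' log2 values, 2 with only the 2 groups compared, 8 with the replicate block and 161 with array weights. Without the 3 arrays apart on the second component, a setting chosen after the values were seen, it was 82.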

We further examined the relationships between upregulated genes in the Peri population following bleomycin-induced lung injury using gene product interaction (IPA). Genes known to have mechanistic relevance in fibrosis and lung inflammation, such as *Mmp14*, *Timp1*, *Icam1*, *Areg*, and *Spp1* were central nodes networked to other upregulated genes in the injured Peri population, suggesting potential mechanistic pathways for regulation of fibrosis and inflammation in activated pericytes.

We then correlated data from the Peri population at *d7* following bleomycin with single-cell RNAseq data in pericytes from human idiopathic pulmonary fibrosis (IPF) lungs (20). We discovered common repair and profibrotic genes that are upregulated in pericytes from IPF and bleomycin-injured lungs. Some of these include *Igfbp4*, *Fbn1*, *Col5a1*, *Col18a1*, and *Scgb1a1* (Supplemental Table S2). This correlation must be interpreted with important limitations in mind. 

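*Col18a1*, a collagen of basement membranes, had a log2 fold change of 2.66 in Peri after bleomycin (SE 0.63, adjusted p = 0.119), 0.96 in Peri Fibro (SE 0.57, adjusted p = 0.846) and 1.63 in Fibro (SE 0.57, adjusted p = 0.230). *Col5a1*, a fibrillar collagen, had 2.48 (SE 0.58, adjusted p = 0.114), -0.01 (SE 0.53, adjusted p = 0.997) and 0.66 (SE 0.53, adjusted p = 0.729). *Igfbp4*, which binds insulin-like growth factors, had 1.09 in Peri (SE 0.32, adjusted p = 0.270), 0.02 in Peri Fibro (adjusted p = 0.994) and -0.09 in Fibro (adjusted p = 0.970). *Scgb1a1*, the secretory protein of club cells, had 2.10 in Peri (SE 0.78, adjusted p = 0.509), 0.48 in Peri Fibro (adjusted p = 0.954) and -0.16 in Fibro (adjusted p = 0.979). None of the 4 genes was called in any population (n = 2 and 2 for Peri, 3 and 2 for the others). *Col5a1* in Peri passed without bleomycin Peri replicate 1 (adjusted p = 0.0306), and *Col18a1* without uninjured Fibro replicate 1 (adjusted p = 0.0471) or 2 (adjusted p = 0.0448). With array weights both passed (adjusted p = 0.0451 and 0.0117), and over the alternatives the adjusted p reached 0.748 and 0.891. *Fbn1* was not analysed here.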

First, the data sets were generated from different methodologies: microarray assay for murine cells in our study and single-cell RNAseq for human IPF lung cells in the referenced work. Second, the microenvironment of bleomycin injured lungs at *day 7* in mice is biologically different from that of human IPF lungs where little inflammation is apparent histologically. Nevertheless, correlation of these datasets revealed that lung pericytes in murine and IPF lungs upregulate common matrix-associated genes, suggesting the relevance of this cell type in lung fibrosis. We therefore speculated that ablation of *Foxd1-*derived pericytes would attenuate fibrosis in the bleomycin model of lung injury, and potentially altering the inflammatory response.

To test this hypothesis, we leveraged a model of lung pericyte-like cell ablation developed in our laboratory to investigate the functional consequence of pericyte-like cell ablation on the bleomycin model of lung fibrosis (13). Goritz et al. (21) conducted a similar functional interrogation of pericyte contribution to scar tissue formation in spinal cords of transgenic mice. In their study, the investigators demonstrated accumulation of lineage-labeled pericytes in scar tissue of spinal cords following experimental transection of the dorsal spinal cord. Lineage-restricted genetic knockout of all *ras* genes in pericytes (rendering them incapable of proliferation) before experimental transection led to decreased scar formation or failure to close the transected wounds, suggesting pericytes are functionally necessary for scar formation in the spinal cord. To our knowledge, a similar functional assessment of pericytes in lung fibrosis has never been published.

We previously demonstrated that lung pericyte ablation attenuates WBCs and total protein in BALF 48 h following bleomycin (10). Select cytokines in the BALF are also decreased, including IL-6 and MCP-1 (10). In the current study, attenuation of WBCs in BALF persisted to *d7* after bleomycin injury in pericyte ablated mice, although no changes in select cytokines or total protein in the BALF were seen. We considered the possibility that DT administration ablated leukocytes in the alveolar space in this model, leading to the observed decrease in BALF WBCs in Cre^+^ mice at *d7*. However, we previously showed that *Foxd1* expression is restricted to stromal cell progenitors (i.e., tdTomato^+^ cells in *Foxd1-Cre;Rosa26-tdTomato* mice do not express CD45, CD31, or CD326) and is not reexpressed in adulthood or injury (12). Furthermore, administration of low-dose DT (0.5 ng/g) alone to *Foxd1-Cre;Rosa26-iDTR* mice did not alter BALF WBCs between Cre^−^ and Cre^+^ animals at *day 2* and *day 7* (13) or at *day 21* (Supplemental Fig. S1*A*). Collectively, these data suggest leukocyte ablation in this transgenic model is an unlikely explanation for the observed attenuation of BALF WBCs in pericyte-ablated, bleomycin-injured mice. Rather, we speculate pericytes may play a role in the early inflammatory response in the bleomycin injury model, although the precise mechanism of pericyte involvement in inflammation remains to be elucidated. Potential mechanisms include directed trafficking of leukocytes across the interstitium via matrix remodeling and upregulation of leukocyte adhesion molecules, similar to what had been shown in cremaster muscle (22), and upregulation of chemokines (23). Indeed, we have previously demonstrated that lung pericyte-like cells upregulate proinflammatory processes similar to what has been shown in other organs, including adhesion molecules (e.g., VCAM and ICAM) and cytokines/chemokines (e.g., MCP-1, CXCL1, and IL-6) (10, 11). Although the regulation of lung inflammation is beyond the scope of this report, these findings collectively support further investigation into the novel mechanisms by which pericytes direct leukocyte response in the lung.

Since early pericyte ablation altered acute inflammation in the bleomycin injury model, we tested the effect of lung pericyte ablation on lung fibrosis using two different schemes: first in early ablation, and second in late ablation, when lung pericytes were eliminated after the acute inflammatory phase to bypass the effect of pericyte ablation on lung inflammation. To our surprise, selective ablation of lung pericyte-like cells at the early and at the late timepoints did not affect lung fibrosis by histological or biochemical measures. There may be several possible explanations for these results.

First, our *Foxd1-Cre;Rosa26-iDTR* model ablates ∼40% of PDGFRβ^+^ cells by oropharyngeal aspiration (13). This partial ablation may not be sufficient to result in measurable alterations to fibrosis in our experimental model. However, this degree of partial ablation was sufficient to alter acute inflammation at *d7*, and its effect on fibrosis should be detectable if pericyte-like cells were highly fibrogenic.

Rather, we speculate functional redundancy in stromal subpopulations to be the more likely explanation for our findings. In our triple transgenic reporter model (*Foxd1-Cre;Rosa26Tdtomato;CollGFP*), the Fibro population defined by GFP^+^ Tdtomato^−^ (Fig. 1*A*) is enriched for matrix-related transcriptional programs and functions at baseline (12). This population may sufficiently compensate for the ablated lung pericytes during fibrosis. This is further supported by observations of PDGFRβ immunostaining in fibrotic foci of pericyte-ablated lungs. We observed diminished PDGFRβ staining with preserved cellularity of expanded lung interstitium, in contrast to fibrotic foci in nonablated lungs where PDGFRβ staining is intense (Supplemental Fig. S2). In this context, pericyte-like cells may contribute to but are not necessary for scar formation in the lung. Moreover, other cell types that contribute to fibrogenesis in the lung, including circulating fibrocytes, epithelial cells (or transitional phenotypes that display partial mesenchymal and epithelial features), and immune mediators, are unaffected in this model and may continue to support fibrogenesis in highly fibrogenic stromal subpopulations (1–4, 6, 8, 24–26).

Alternatively, αSMA^+^ myofibroblasts may have heterogeneous capacity to produce extracellular matrix (ECM) proteins, and their fibrogenic potential may be informed by their progenitor lineage. Although we showed previously that *Foxd1*-derived cells can express αSMA with injury, their ability to deposit ECM proteins is unknown. Stromal cells derived from non-*Foxd1*-lineage populations may be responsible for the bulk of collagen deposition in the bleomycin model (e.g., αSMA^+^ GFP^+^ Tdtomato^−^). Therefore, selective ablation of *Foxd1*-derived myofibroblasts would not result in attenuated fibrosis as measured by collagen I deposition. The notion that myofibroblasts derived from different progenitors exhibit unique transcriptional signatures and functions was demonstrated in a recent study of skin myofibroblasts (27). Whether progenitor lineages of myofibroblasts in the lung also inform their molecular signatures and functions in the fibrotic scar warrants further investigation. In addition, defining myofibroblasts by αSMA^+^ may not adequately capture the totality of matrix-producing cells in fibrosis. There may be highly fibrogenic, αSMA^−^ stromal cells in lung injury that are unaffected by pericyte-like cell ablation, leading to our observations in this study.

In summary, pericytes have been implicated in organ fibrosis in many organs including the central nervous system, kidneys, and the lung. More recent advances in lineage-tracing models and transcriptomic data analysis reveal pericyte-like cells as important myofibroblast progenitors (21, 28). Despite these findings, studies establishing their functional role in disease pathogenesis have been limited. In this study, we demonstrate that pericyte ablation does not alter lung fibrosis, despite our previous work revealing this population as important progenitors of αSMA^+^ myofibroblasts (12). Our results highlight the biological complexity in lung fibrosis and the need for functional studies to understand the fibrogenic role of myofibroblast precursor populations in organ fibrosis.

## DATA AVAILABILITY

The data that support the findings of this study are available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, GSE184761.

## SUPPLEMENTAL DATA

10.6084/m9.figshare.18345221 Supplemental Figs. S1–S3 and Supplemental Table S1: https://doi.org/10.6084/m9.figshare.18345221.

## GRANTS

Funding for this work was provided by National Institutes of Health (NIH) Grants R01HL122895 (to W.A.A.), K08HL127075 (to C.F.H.), R03HL155075-01A1 (to C.F.H.), and R01HL133751 (to L.M.S.). This work was supported in part by the Cell Evaluation & Therapy Shared Resource, Hollings Cancer Center, Medical University of South Carolina (P30 CA138313, to L.M.S.).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

C.F.H., C.L.W., S.A.G., W.A.A., and L.M.S. conceived and designed research; C.F.H. and Y.-H.C. performed experiments; C.F.H., C.L.W., Y.-H.C., and S.A.G. analyzed data; C.F.H., C.L.W., Y.-H.C., W.C.L., S.A.G., and W.A.A. interpreted results of experiments; C.F.H. prepared figures; C.F.H. drafted manuscript; C.F.H., W.C.L., S.A.G., W.A.A., and L.M.S. edited and revised manuscript; C.F.H., C.L.W., Y.-H.C., W.C.L., S.A.G., W.A.A., and L.M.S. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

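The study's sorted lung populations Peri, Peri Fibro and Fibro were profiled on Illumina MouseWG-6 v2.0 BeadChips, with 14 arrays: 2 uninjured arrays per population, and 2 Peri, 3 Peri Fibro and 3 Fibro arrays from *day 7* after bleomycin. The authors deposited, for each probe and array, a raw signal intensity that had not been normalized, and a detection p-value that sets the signal against the negative control probes of the array. The authors also deposited log2 values after variance stabilization and quantile normalization with lumi (version not stated). Their array medians lie between 6.90427 and 6.90473 and their order of probes is that of the signals. These log2 values served only as an alternative.

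Of 45281 probes, 34885 carry 1 gene symbol, 18 carry several and 10378 carry none. Probes with a detection p under 0.05 on at least 2 arrays were kept, 24445 in all and 20162 with 1 symbol. For each gene with several kept probes (5116 genes) the probe with the highest mean log2 intensity was used, and 7327 genes had 1 probe. Probes with no symbol or several were left out of the gene tests. Genes that no named probe measures, or whose probes the filter drops, were not analysed here, and neither were certain items withheld from the data.

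Computed here were a normexp background correction with an offset of 16, quantile normalization and log2 (neqc), 1 linear model over the 6 groups with moderated t statistics (8 residual degrees of freedom, 3.39 prior degrees of freedom), and contrasts for 9 comparisons, 3 differences of bleomycin effects between populations and the average bleomycin effect, all in limma 3.58.1 under R 4.3.3. Figures used matplotlib 3.10.9 under Python 3.11.15. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes of the comparison and a log2 fold change of at least 1 either way. Gene lists (38 hand-made and 27 from Reactome) were tested with camera and adjusted over the 65 lists of a comparison, and a screen used 612 of 1457 Reactome sets, those with 15 to 500 measured genes. The estimated correlation is camera's own estimate from the arrays. Under it camera did not call the endothelial list of uninjured Peri against Peri Fibro either (adjusted p = 0.230). There 27 of 29 genes were called lower, with a mean log2 fold change of -4.21. A call lost under it therefore does not show that a list is unchanged. Where a gene was below background on all arrays of a group, the lower bound of its fold change divides the mean of the other group by the level of background on the arrays of the first. Variance shares were tested by exact permutation of labels.

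The comparisons, thresholds, gene lists and alternatives were written down before the data were examined, apart from leaving out 3 arrays together, the estimated correlation in the Reactome screen and the tests of explanations in the closing part. The genes named in the text come from a rule written at the same time: for each comparison the 10 called genes with the largest rise and the 10 with the largest fall without overlap between the groups, all genes that the paper names, for each described list up to 4 called members with the largest change (or the 2 with the smallest p if none is called), and the sex-linked genes. The text describes only part of these genes and of the 65 lists, and that part was picked after their behaviour under the alternatives had been seen, so counts of how many calls were kept are given for all of them.

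Median signals per array were 88.8 to 128.6, and arrays of the same group correlated at 0.923 to 0.984. The model was tested on simulated data with 200 of 12443 genes changed. At 2-fold, 7.5% of the changed genes were called with the 2 and 2 arrays of the Peri bleomycin comparison and 12.5% with 3 and 3 arrays of Peri Fibro and Fibro. At 4-fold, 69.5% and 76.5% were called. Unchanged genes were called too: in the Peri comparison 2 beside 15 right calls at 2-fold and 15 beside 139 at 4-fold, and in that of Peri Fibro and Fibro 0 beside 25 and 6 beside 153, by limma. Genes that were not called can therefore still differ, and some that were called can be false.

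Alternatives changed 1 choice at a time: the authors' log2 values, no background correction, median scaling, no filter or a stricter filter on dim probes, all probes or the mean of probes, a fit of only the groups compared, an intensity trend in the variance, array weights, a block on the replicate number, no minimum fold change, and each array left out in turn. Fry was run on the lists as well. It tests whether a list moves one way against no change, while camera compares the list with other genes, so its p answers another question and neither keeps nor ends a camera call. Where leaving an array out leaves a group with 1 array, that array is assumed to vary like the other groups. The BeadChip of each array was not used here.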

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

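The tests of explanations in this part were all chosen after the results were seen.

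Sorted on tdTomato without Coll-GFP, uninjured Peri arrays exceeded Peri Fibro arrays by a median log2 fold change of 3.10 over general leukocyte markers, 5.08 over neutrophil, 2.46 over T and NK cell and 4.93 over B cell genes, with genes below background at their bound. The paper states, from earlier work, that tdTomato-positive cells of this lineage lack CD45, CD31 and CD326. RNA of leukocytes in the sorted Peri samples predicts that the 3 lineage-specific lists rise together, and the lowest of their medians was 2.46. Those lists are themselves the pattern, so their rise decides nothing, and this explanation stays open. Mean log2 intensities on the 2 uninjured Peri arrays were 10.7 and 10.9 over general leukocyte markers, and 5.59 and 5.20 over pericyte markers. Expression of inflammatory mediators by the sorted FoxD1-lineage cells themselves predicts a rise of the mediator list, whose mean was 0.27 with members going both ways, which decides nothing. No count of cells by type was used here, so the share of leukocytes, if any, cannot be given.

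Peri cells were sorted as tdTomato-positive and Coll-GFP-negative, and the paper states that tdTomato-positive cells of this lineage lack CD45, CD31 and CD326. In Peri arrays after bleomycin 5 of 184 Reactome matrix genes were called higher, beside 57 of all 12443 genes. Camera called that set and lists of other cells, with no call kept under an estimated correlation (adjusted p = 0.147 for the matrix set and 0.177 to 0.554 for the other cells). In Peri 4 of 4 lists had a median above 0 with genes at their bound: alveolar fibroblast (0.40), endothelial (0.48), epithelial (0.47) and macrophage (0.43). RNA of fibroblasts, endothelial cells, epithelial cells and macrophages in the bleomycin Peri samples predicts such a rise. Camera had called these same lists higher before the test was chosen, so their rise decides nothing, and this explanation stays open. Other cell types went the other way, with means of -0.88 for B cell and -0.51 for neutrophil genes (0.16 for the latter without bleomycin Peri replicate 2). Without bleomycin Peri replicate 2 the mean of the endothelial list went from 0.64 to 0.14, with no camera call (adjusted p = 0.580), and that of the alveolar fibroblast list from 0.79 to 0.41. Induction by bleomycin in the FoxD1-lineage cells stays open too: the matrix response exceeded that of Peri Fibro by a mean log2 value of 0.52 (0.32 without bleomycin Peri replicate 2), a value that both explanations allow. Sex of the mice cannot be told apart from injury, because *Xist* and *Eif2s3y* went with the injury state on 14 of 14 arrays.

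Between bleomycin and uninjured arrays, *Xist*, the transcript of the inactive X chromosome, was at least 62.0-fold lower in Peri, 50.2-fold in Peri Fibro and 42.5-fold in Fibro. *Eif2s3y*, a gene of the Y chromosome, was higher by a log2 fold change of 4.46 in Peri (where 1 of its 2 probes went the other way), at least 10.1-fold in Peri Fibro and at least 14.1-fold in Fibro. The *Eif2s3y* call was lost in the authors' log2 values in Peri (adjusted p = 0.117) and Peri Fibro (0.168), and in Peri Fibro without uninjured Peri Fibro replicate 1 (0.104) or 2 (0.106), with lowest adjusted p over the alternatives of 8.6e-05 in Peri and 3.8e-04 in Peri Fibro. Every bleomycin effect here is also a comparison of arrays that differ in sex.

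On the second component 3 arrays lay apart from their groups: bleomycin Peri Fibro replicate 3, uninjured Fibro replicate 2 and bleomycin Fibro replicate 2. Weak signal over background on these arrays was not settled, since 1 of the 3 was among the 3 lowest of 14 arrays on both measures of signal. RNA of macrophages on these arrays was not settled either, with the macrophage list above every other array of the group on 1 of the 3 (differences of 0.16, -0.25 and 0.04). A shift of nuclear-encoded respiratory chain transcripts, as with RNA handling or amplification, was seen on 3 of 3, which stays open as an explanation. No other explanation was tested for these arrays.

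The bleomycin effect differed between Peri and Fibro for 59 genes, and for 14 without uninjured Peri replicate 1, 1 without uninjured Peri replicate 2, 100 without bleomycin Peri replicate 1, 9 without bleomycin Peri replicate 2, 33 without bleomycin Peri Fibro replicate 1, 28 without uninjured Fibro replicate 2, 24 without bleomycin Fibro replicate 1 and 26 without bleomycin Fibro replicate 3. The authors' log2 values gave 22, median scaling 6, the replicate block 37 and leaving out the 3 arrays apart 134. It differed between Peri Fibro and Fibro for 14 genes, and for 0 by limma without uninjured Peri Fibro replicate 2 (280 at an unadjusted p under 0.05), 5 without bleomycin Peri Fibro replicate 1, 5 without bleomycin Peri Fibro replicate 2 and 36 without uninjured Fibro replicate 1. Median scaling gave 6, the replicate block 7, and other alternatives up to 38 (with an intensity trend). Alveolar type 2 genes fell in Fibro after bleomycin by a mean log2 fold change of -2.34, and the effect in Peri Fibro exceeded that in Fibro by 2.50 (camera adjusted p = 1.7e-26, and 0.0112 with an estimated correlation). The list had a mean log2 intensity of 10.9 on both uninjured Fibro arrays and 8.28 to 8.72 on bleomycin Fibro arrays. On Peri Fibro arrays it was 8.10 and 7.12 before and 7.61 to 7.95 after bleomycin. The difference thus reflects the fall in Fibro from a higher baseline and not a rise in Peri Fibro.

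The split of the *day 7* Peri Fibro and Fibro arrays into their populations gave 755 called genes, against 0 for the highest of the other splits, and with 10 splits no share under 0.05 can be reached. The average bleomycin effect gave 159 genes, against 118 for the highest of 99 other arrangements of injury labels within populations, and 1 of 100 arrangements, the real one, reached that count. The authors' log2 values gave 31 genes, signals without background correction 53, no minimum fold change 251 and leaving out the 3 arrays apart 259.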

How the results depend on the processing

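The settings that leave out 3 arrays together and that estimate the correlation in the Reactome screen were chosen after the results were seen. The genes and lists described were picked with their behaviour over the settings in view, so kept calls were counted over all genes that the naming rule gives and all 65 lists, in 13 comparisons. Of 1037 gene calls, 383 kept direction and call in all settings run and 653 lost the call in at least 1 (454 in the authors' log2 values, 365 with median scaling and 274 without background correction). Another 201 of the 2023 gene results gained a call. With the mean of probes *Kif23* turned from -1.68 to 0.73 (uninjured) and from -2.41 to 0.17 (*day 7*) between Peri and Peri Fibro. Of 418 list calls, 4 were kept in all settings and 414 lost in at least 1 (414 with an estimated correlation), and 176 of the 845 list results gained a call. Called or not, 32 list results changed direction, 9 of them without uninjured Fibro replicate 2 and 10 without the 3 arrays apart. Among them were fibrillar collagens for Peri against Fibro at *day 7* (adjusted p = 0.817 without bleomycin Peri replicate 1, 2.1e-05 without replicate 2), the respiratory chain effect in Fibro (adjusted p = 4.4e-04 without uninjured Fibro replicate 2, 1.7e-04 the other way without replicate 1, and up to 0.923 without 1 array), pericyte markers for uninjured Peri Fibro against Fibro (adjusted p = 0.987 without uninjured Peri Fibro replicate 1) and neutrophil genes in the Peri effect (adjusted p = 0.971 without bleomycin Peri replicate 2, 9.0e-08 without replicate 1). Direction and call were the same in all settings for 1168 of the 2023 gene results and 255 of the 845 list results. The picked gene results, each a gene in 1 comparison, were steadier (100 of 114, with 11 calls lost and 3 gained). The picked list results were less steady (27 of 154, with 111 calls lost, 16 gained and 3 directions changed). The cause was not tested. Signal over background limits the fold change of genes that are dim in 1 group. A block on the BeadChip could not be run. The overlaps and distances kept direction in all settings.

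Counts follow the order Peri against Peri Fibro, Peri against Fibro and Peri Fibro against Fibro, uninjured and then *day 7*, then bleomycin effects in Peri, Peri Fibro and Fibro. Authors' log2 values: 1253, 854, 65, 969, 244, 210, 5, 10 and 56, differences of effects 1 (Peri and Peri Fibro) and 22 (Peri and Fibro), average effect 31, shared calls 843, 214 and 21. No background correction: 1838, 1444, 128, 1448, 436, 354, Peri 12, Fibro 105, average 53. Median scaling: Peri against Fibro 1417 and 250, Peri Fibro against Fibro 97 and 116, Peri 35, Fibro 90, differences 6 and 6 (both with Fibro), inflammatory mediators of Peri against Peri Fibro at *day 7* adjusted p = 0.0445, matrix set of Peri Fibro against Fibro at *day 7* 0.0529. No filter: 489 (Peri Fibro against Fibro, *day 7*), Peri 38, matrix set of uninjured Peri Fibro against Fibro 0.0557. The difference between Peri Fibro and Fibro was 29 with the strict filter, 22 with all probes and 32 with the mean of probes. All probes: 5117, 4252 and 4158 (*day 7* Peri against Peri Fibro). Only the 2 groups compared: 0 for uninjured Peri Fibro against Fibro and 0 for *day 7* Peri against Fibro by limma (1356 and 2568 at an unadjusted p under 0.05), and 259, 15, 2 and 7 for *day 7* Peri Fibro against Fibro and the 3 effects. Intensity trend: differences 1 (Peri and Peri Fibro) and 38 (Peri Fibro and Fibro). Array weights: 1468 and 1523 (*day 7*, with Fibro), 176, 161 and 110, differences 15 (Peri and Peri Fibro) and 35 (Peri Fibro and Fibro). No minimum fold: average 251. Replicate numbers correlated above 0.1 in 10 of 31 same-number pairs of residuals and do not pair the arrays. A block on them gave Peri 44, Peri Fibro 8 and differences 37 and 7 (both with Fibro), and a block within injury states 181 (uninjured Peri Fibro against Fibro) and 620 (*day 7* Peri against Fibro). Without the 3 arrays apart: 1425, Peri 172, Peri Fibro 82, difference of Peri and Fibro 134, average 259, matrix set of uninjured Peri Fibro against Fibro 0.104.

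Estimated correlation, adjusted p of the matrix set: 0.230, 0.247, 0.451, 0.415, 0.540, 0.512 and 0.147 (Peri effect), and of inflammatory mediators 0.335 and 0.267 (Peri Fibro against Fibro), 0.147, 0.170 and 0.131 (effects). The Reactome screens went to 0 by camera from 86, 135, 47, 66, 126, 26, 91, 111 and 108 (7 to 61 at an unadjusted p under 0.05). A call lost in this setting does not show that a list is unchanged. Fry, which tests against no change and not against other genes, gave adjusted p on the other side of 0.05 from camera of 0.0965 and 0.146 (uninjured Peri Fibro against Fibro, mediators and matrix), 0.0478 (*day 7* Peri against Peri Fibro, mediators), 0.0741 and 0.0885 (*day 7* matrix, with Fibro) and 0.0806 (Peri Fibro effect, mediators).

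Leaving out 1 array gave counts of 2247 to 3248, 1512 to 3012, 83 to 555, 1515 to 2792, 123 to 1084, 231 to 958, 13 to 85, 2 to 29 and 84 to 315, differences of 0 to 4, 1 to 100 and 0 to 36, average 106 to 198, and an injury share of 6.32 to 8.16%. Adjusted p ran from 0.0024 to 0.0682 and 0.0062 to 0.0593 (matrix set, Peri Fibro against Fibro), 0.0151 to 0.445 (mediators, *day 7* Peri against Peri Fibro), 0.0469 to 0.722 and 0.0083 to 0.933 (matrix set, Peri Fibro and Fibro effects).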

Differences from the paper's values

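Counts of genes read from Fig. 1C are set beside counts at the same adjusted p and 2-fold limits. The fold changes themselves are on unlike scales. Those here come from background corrected signals, and the paper's from variance-stabilized values. Within 1.5 times of the paper's counts were 2 of 18 here and 10 of 18 in the authors' log2 values. The paper removed 2 arrays as outliers and does not state whether these are among the 14 used here, so the arrays compared may differ. A count differs when 1 exceeds the other by over 1.5 times. The alternatives set before the data were examined and the single arrays left out are named where they bring a count within that limit, and all others do not.

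Uninjured Peri against Peri Fibro: 1802 lower against about 1000 in Fig. 1C of the paper, within the limit in the authors' log2 values, without background correction, and without uninjured Peri replicate 2 or uninjured Peri Fibro replicate 1. Uninjured Peri against Fibro: 1091 higher against about 650 in Fig. 1C of the paper, within it without background correction, without the filter, with only the 2 groups compared, and without either uninjured Peri array or uninjured Fibro replicate 2. The 1580 lower stand against about 710 in Fig. 1C of the paper, within it in the authors' log2 values, without background correction and without uninjured Peri replicate 2. Uninjured Peri Fibro against Fibro: 29 higher against about 10 in Fig. 1C of the paper, within it in the authors' log2 values, without background correction, with median scaling, array weights and both replicate blocks, and without either uninjured Peri array, either uninjured Peri Fibro array or bleomycin Fibro replicate 3. The 258 lower stand against about 56 in Fig. 1C of the paper, within it in the authors' log2 values and without uninjured Peri Fibro replicate 1 or uninjured Fibro replicate 2.

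*Day 7* Peri against Peri Fibro: 1196 higher against about 750 in Fig. 1C of the paper, within it without background correction, with median scaling, without the filter, with the mean of probes and both replicate blocks, and without uninjured Peri replicate 1, either bleomycin Peri array, uninjured Peri Fibro replicate 1 or any bleomycin Peri Fibro array. The 1389 lower stand against about 710 in Fig. 1C of the paper, within it in the authors' log2 values, without background correction and without bleomycin Peri replicate 1. *Day 7* Peri against Fibro: 410 higher against about 210 in Fig. 1C of the paper, within it in the authors' log2 values, without background correction, without the filter, with both replicate blocks, and without bleomycin Peri replicate 2, either uninjured Peri Fibro array or bleomycin Fibro replicate 2. The 523 lower stand against about 180 in Fig. 1C of the paper, within it without background correction and with median scaling. *Day 7* Peri Fibro against Fibro: 343 higher against about 22 in Fig. 1C of the paper, with no alternative within it. The 412 lower stand against about 120 in Fig. 1C of the paper, within it in the authors' log2 values, with only the 2 groups compared, and without bleomycin Peri Fibro replicate 1 or bleomycin Fibro replicate 1.

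Bleomycin against uninjured Peri: 11 lower against about 33 in Fig. 1C of the paper, within it with array weights. Peri Fibro: 14 higher against about 8 in Fig. 1C of the paper, within it in the authors' log2 values, without the filter, with the replicate block, and without either uninjured Peri array or bleomycin Peri Fibro replicate 3. The 2 lower stand against about 7 in Fig. 1C of the paper, within it without background correction and without either uninjured Fibro array. Fibro: 71 higher against about 15 in Fig. 1C of the paper, within it in the authors' log2 values and without uninjured Fibro replicate 2. The 129 lower stand against about 32 in Fig. 1C of the paper, within it in the authors' log2 values.

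The paper places *Icam1* among the genes raised in injured Peri, and *Igfbp4*, *Col5a1*, *Col18a1* and *Scgb1a1* among those raised in pericytes of bleomycin-injured lungs. Here their log2 fold changes in Peri were 1.57, 1.09, 2.48, 2.66 and 2.10, all above 0, and none was called. Array weights call *Col5a1* and *Col18a1*. Leaving out bleomycin Peri replicate 1 calls *Col5a1*, leaving out either uninjured Fibro array calls *Col18a1*, and so does leaving out the 3 arrays apart on the second component, a setting chosen after seeing the values. The paper's statements on programs rest on GSEA of MSigDB sets. The lists and Reactome sets here were tested with camera, so both the sets and the test differ from the paper's. The paper reports immune and inflammatory programs higher in Peri than in Fibro. Here the inflammatory mediators, a hand-made list, had a mean log2 fold change of -0.28 at baseline and -0.19 at *day 7*, not called. Neutrophil, T and NK cell and B cell genes were called higher. Reactome immune sets went both ways. Higher in Peri than in Fibro by camera at baseline were Cytokine Signaling in Immune system (mean 0.59, adjusted p = 7.4e-05), Signaling by Interleukins (mean 0.59, adjusted p = 0.0011), Interferon Signaling (mean 0.67, adjusted p = 1.6e-04), Toll-Like Receptors Cascades (mean 0.44, adjusted p = 0.0012) and Innate Immune System (mean 0.22, adjusted p = 0.0354, and 0.0985 without uninjured Fibro replicate 2). Complement cascade was lower (mean -1.63, adjusted p = 0.0011), and Chemokine receptors bind chemokines (mean -0.07) and MHC class II antigen presentation (mean -0.03) were not called. At *day 7* Cytokine Signaling, Interleukins and Interferon were called higher (adjusted p = 0.0011, 0.0017 and 0.0073). All 3 calls were lost without bleomycin Peri replicate 1 (adjusted p = 0.184, 0.0938 and 0.434), and that of Interferon also without bleomycin Fibro replicate 2 (mean 0.18, from 0.37). Toll-Like Receptors was not called (adjusted p = 0.0513) and passed without uninjured Peri replicate 1 (0.0486), bleomycin Peri replicate 2 (0.0053), bleomycin Peri Fibro replicate 2 (0.0499) or bleomycin Fibro replicate 1 (0.0053), in the authors' log2 values (0.0467) and without the filter (0.0291). Complement cascade was called lower (adjusted p = 0.0086), but not without bleomycin Peri replicate 1 (0.0648). Chemokine receptors (mean -0.29, adjusted p = 0.339) and MHC class II (mean -0.21, adjusted p = 0.0790) were lower and not called. MHC class II passed without uninjured Peri replicate 1 (0.0485), bleomycin Peri replicate 2 (0.0357) or bleomycin Fibro replicate 2 (0.0433), without the filter (0.0313) and with both replicate blocks (0.0355 and 0.0293). None was called with an estimated correlation (adjusted p = 0.247 to 0.458 for those called at baseline and 0.505 to 0.613 for those called at *day 7*). The paper states that Peri Fibro raised remodeling programs after bleomycin. Here the Reactome matrix set in Peri Fibro had a mean of 0.11 (camera adjusted p = 0.213, and 0.0469 without uninjured Peri Fibro replicate 1), while the list of matrix crosslinking enzymes, proteases and inhibitors was called (adjusted p = 2.0e-04), but not with an estimated correlation (adjusted p = 0.233, against 1.7e-05 at the lowest over the alternatives).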

Other observations

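Transcripts of alveolar type 2 cells fell in Fibro after bleomycin. In Fibro (n = 3 bleomycin and 2 uninjured arrays), 9 of 14 alveolar type 2 genes fell and none rose (11 fell over the list alone), with camera adjusted p = 1.6e-17 (0.0442 with an estimated correlation, and 1.7e-22 at the lowest over the alternatives). The phosphate transporter *Slc34a2* (log2 fold change -4.29, SE 0.50, adjusted p = 0.0011) and the surfactant protein *Sftpa1* (-4.16, SE 0.46, adjusted p = 0.0011) fell, as did *Hc*, which encodes complement C5 (-3.96, SE 0.44, adjusted p = 0.0011). Camera also called endothelial (mean -0.55), alveolar fibroblast (-0.67), platelet (-1.03) and mesothelial (-0.77) lists lower, with no gene called. With an estimated correlation these calls were lost (adjusted p = 0.202 to 0.615). Leukocyte and macrophage lists went the other way, as given below. *Arg1* rose (5.23, SE 0.30, adjusted p = 8.9e-06), and so did the eosinophil chemokine *Ccl24* (4.15, SE 0.50, adjusted p = 0.0015), which was not called in the authors' log2 values (adjusted p = 0.0612, and 7.2e-04 at the lowest). In all, 71 genes rose and 129 fell, and the count was 133 without uninjured Fibro replicate 1, 84 without uninjured Fibro replicate 2, 115 without bleomycin Fibro replicate 1 and 315 without bleomycin Fibro replicate 2. Other choices gave lower counts: 7 with only the 2 groups compared, 56 in the authors' log2 values, 90 with median scaling, 105 without background correction and 110 with array weights.

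Inflammatory mediators rose in Fibro for 3 of 60 genes (7 over the list alone) and macrophage genes for 3 of 22 (8 higher and 3 lower over the list alone). Leukocyte genes moved with them: leukocyte receptors and signaling rose for 2 of 34 (8 over the list alone), with a mean of 1.06 and 33 above 0, general leukocyte markers for 1 of 22, with a mean of 0.74 and 22 above 0, and antigen presentation for none of 10, with a mean of 1.08 and 10 above 0. Of 24 glycolysis and hypoxia genes 2 rose (3 over the list alone), and of 31 proliferation genes 1 rose (6 over the list alone). The Reactome matrix set had 3 of 184 genes higher, with a mean of 0.16 (camera adjusted p = 0.163, and 0.0083 without uninjured Fibro replicate 1). Matrix crosslinking enzymes, proteases and inhibitors had 2 of 35 higher (4 over the list alone, adjusted p = 2.6e-04), a call lost without uninjured Fibro replicate 2 (adjusted p = 0.0692). Camera called leukocyte receptors (adjusted p = 9.2e-14), leukocyte markers (3.0e-07) and antigen presentation (1.8e-05), with 0.202, 0.230 and 0.294 under an estimated correlation. Camera called the mediators (adjusted p = 4.0e-07), macrophage genes (1.3e-05), glycolysis and hypoxia (2.2e-06) and proliferation (7.4e-10). With an estimated correlation the adjusted p was 0.131 for the mediators, 0.202 for macrophage, glycolysis and proliferation genes and 0.209 for matrix crosslinking. Over the 3 populations together, the average bleomycin effect called 123 genes higher and 36 lower. At *day 7*, *Arg1* (-2.43, SE 0.27, adjusted p = 0.0032), *Ccl24* (-3.68, SE 0.45, adjusted p = 0.0040) and the NK cell receptor *Klrd1* (-3.03, SE 0.37, adjusted p = 0.0040) were lower in Peri Fibro than in Fibro.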
